# MYC–MAX heterodimerization is essential for the induction of major zygotic genome activation and subsequent preimplantation development

**DOI:** 10.1038/s41598-023-43127-5

**Published:** 2023-09-25

**Authors:** Takuto Yamamoto, Haoxue Wang, Hana Sato, Shinnosuke Honda, Shuntaro Ikeda, Naojiro Minami

**Keywords:** Embryogenesis, Embryology

## Abstract

In mouse preimplantation development, zygotic genome activation (ZGA), which synthesizes new transcripts in the embryo, begins in the S phase at the one-cell stage, with major ZGA occurring especially at the late two-cell stage. *Myc* is a transcription factor expressed in parallel with ZGA, but its direct association with major ZGA has not been clarified. In this study, we found that developmental arrest occurs at the two-cell stage when mouse embryos were treated with antisense oligonucleotides targeting *Myc* or MYC-specific inhibitors from the one-cell stage. To identify when MYC inhibition affects development, we applied time-limited inhibitor treatment and found that inhibition of MYC at the one-cell, four-cell, and morula stages had no effect on preimplantation development, whereas inhibitor treatment at the two-cell stage arrested development at the two-cell stage. Furthermore, transcriptome analysis revealed that when MYC function was inhibited, genes expressed in the major ZGA phase were suppressed. These results suggest that MYC is essential for the induction of major ZGA and subsequent preimplantation development. Revealing the function of MYC in preimplantation development is expected to contribute to advances in assisted reproductive technology.

## Introduction

The *Myc* family of transcription factors consists of *Myc*, *Mycn*, and *Mycl*. In most cases, these components form a heterodimer with Myc-associated factor X (MAX) via the leucine zipper domain and bind to target E-boxes for transcription elongation^1,2^. In mammals, a newly fertilized embryo uses mRNAs and proteins stored in the cytoplasm of the oocyte to sustain subsequent development^3–5^. In the mouse embryo, these maternal mRNAs and proteins are degraded as development progresses, and two rounds of zygotic genome activation (ZGA), called minor and major ZGA, initiate the synthesis of new transcripts in the embryo. The former occurs during 8–10 h post-insemination (hpi) at the one-cell stage, while the latter occurs late in the two-cell stage^6–9^. *Myc* is known to be an α-amanitin sensitive gene in one- to two-cell stage embryos, indicating that *Myc* is one of the ZGA genes^10^. Immunofluorescence staining analysis has demonstrated that MYC protein is detected in nuclear speckles, which control pre-mRNA splicing immediately after transcription. MYC in nuclear speckles is localized in the nucleus in growing oocytes and fully grown oocytes as well as in fertilized eggs (embryos) up to the morula stage, but signal intensity is slightly weakened at the morula stage and no signal is observed at the blastocyst stage^11^. Only a few studies have attempted to determine the function of *Myc* in preimplantation development by inhibition, but these studies have produced inconsistent results due to different timing of inhibition and different molecular targets.

It has been reported that when *Myc* mRNA is degraded by antisense oligonucleotides (ASOs) from the two-cell stage, developmental arrest occurs at the eight-cell/morula stage^12^. Homozygous mutations in *Myc* are lethal between embryonic days 9.5 and 10.5^13^. It has also been reported that inhibition of MYC–MAX dimerization by inhibitors of MYC from 2 h after in vitro fertilization results in the suppression of minor ZGA and developmental arrest mainly at the one-cell stage^14^. However, the risk of nonspecific effects should always be considered when using inhibitors. These reports indicate that development can proceed to embryonic day 9.5 with maternally expressed *Myc* alone, and that inhibition of both maternal and embryonic *Myc* results in developmental arrest during preimplantation development. However, because the previous study inhibited MYC from the two-cell stage, when ZGA has already begun, and used only inhibitors, the possibility that the phenotype was an artifact could not be ruled out, and thus the exact role of MYC in preimplantation development could not be determined.

In this study, we treated one-cell stage embryos with *Myc*-targeting ASOs or MYC-specific inhibitors and investigated their subsequent development. Furthermore, after determining when inhibitors affected embryonic development, we also examined the effect of MYC inhibition on gene expression.

## Results

### Knockdown of Myc mRNA in one-cell embryos results in embryonic lethality at the two-cell stage

The expression pattern of *Myc* mRNA in mouse metaphase II oocytes and preimplantation embryos was examined. Reverse transcription-quantitative PCR (RT-qPCR) analysis of *Myc* mRNA showed that its expression increased from 6 to 48 hpi (Fig. 1a), consistent with a previous report analyzing published RNA-sequencing (seq) data^15^. To investigate the role of *Myc* in early embryonic development, *Myc* was knocked down in mouse preimplantation embryos. *Myc*-targeting ASOs (*Myc*-ASO-1 and *Myc*-ASO-2) were microinjected into embryos at 3 hpi and cultured until 96 hpi. RT-qPCR confirmed a significant decrease in *Myc* mRNA expression at 24 hpi (Fig. 1b), and immunofluorescence staining showed that MYC was not incorporated into the nuclei of *Myc*-knocked down embryos at 24 hpi (Fig. 1c). Morphological observation showed that the rate of development of *Myc*-ASO-microinjected embryos to the four-cell stage was markedly reduced compared with control embryos (98.3% for non-targeted control [NT]-ASO, 7.9% for *Myc*-ASO-1, and 1.6% for *Myc*-ASO-2 at 48 hpi) (Fig. 1d and e).

**Figure 1:**
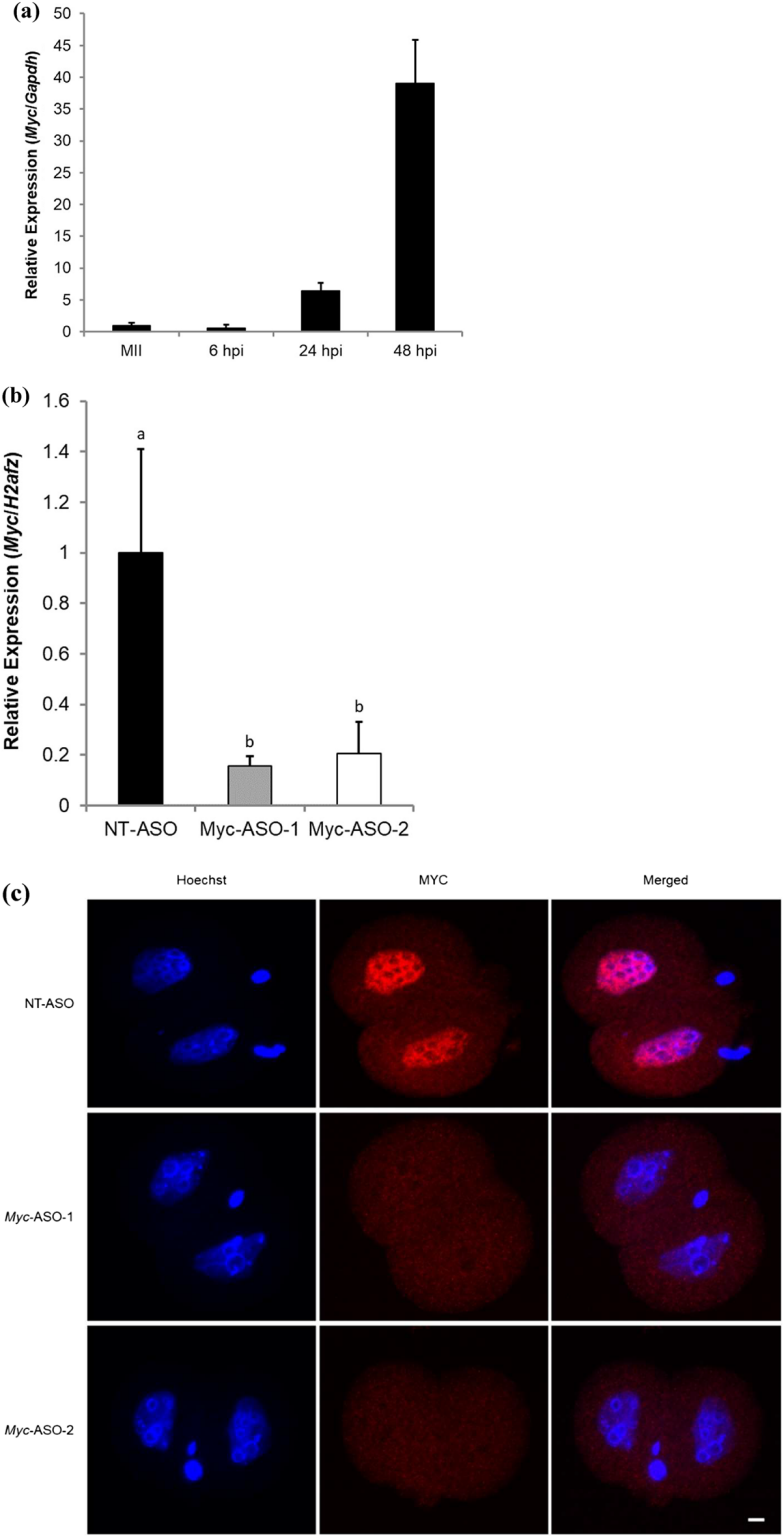

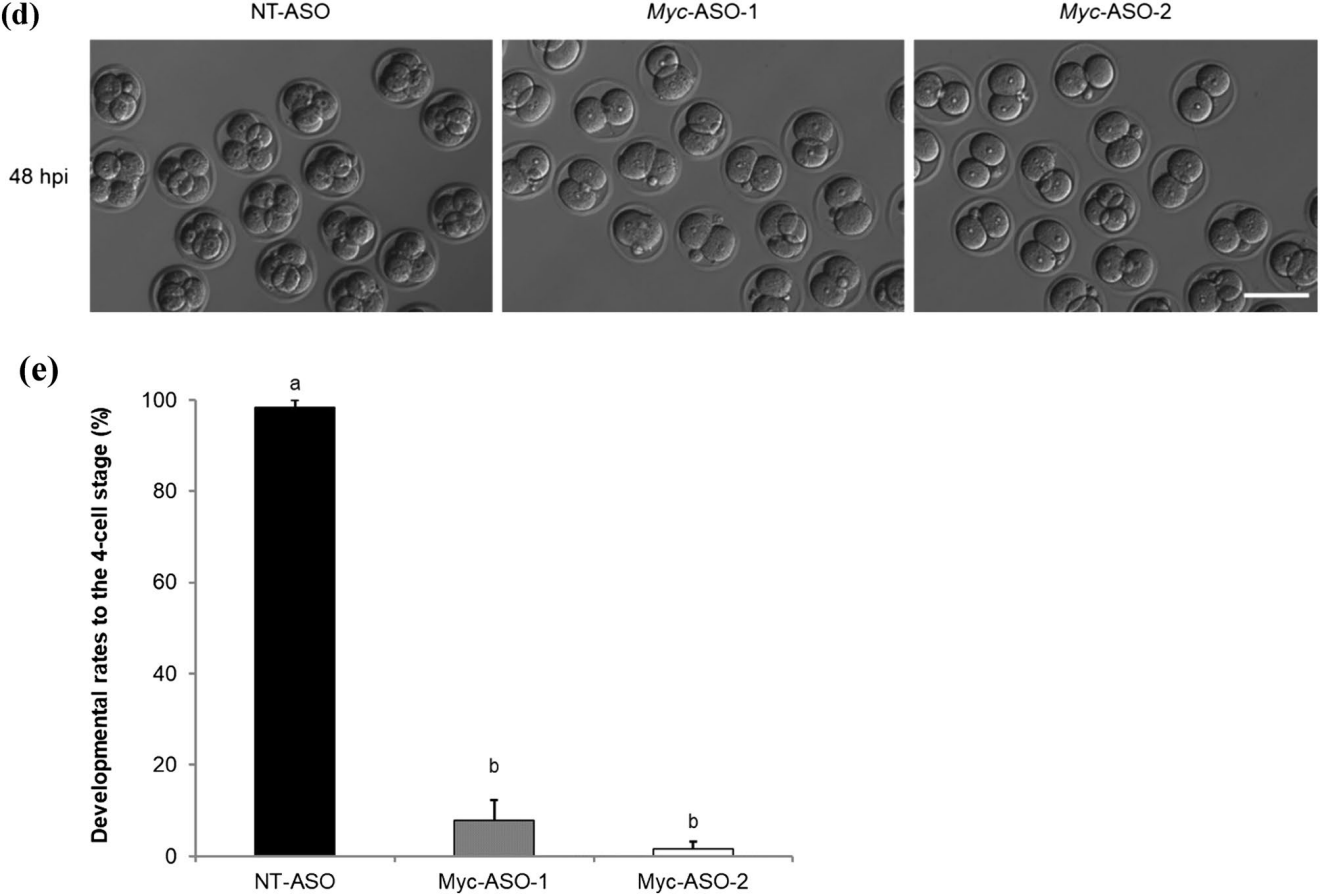
Effects of inhibiting *Myc* mRNA expression on preimplantation development. (**a**) RT-qPCR analysis of *Myc* mRNA expression in metaphase II (MII) oocytes and preimplantation embryos. Gene expression levels were normalized to *Gapdh* as an internal control. Data are expressed as the mean ± standard error of the mean (SEM) (*n* = 3). Thirty oocytes or embryos were analyzed in each treatment. (**b**) RT-qPCR analysis of *Myc* mRNA expression in *Myc*-knockdown embryos and control embryos at 24 hpi. Gene expression levels were normalized to *H2afz* as an internal control. Data are expressed as the mean ± SEM (*n* = 3). Fifteen embryos were analyzed in each treatment. Statistical analysis was performed using one-way analysis of variance (ANOVA) followed by the Tukey–Kramer test. *P*-values < 0.05 were considered statistically significant and are represented by different letters (a and b). (**c**) Localization of MYC in embryos injected with either *Myc*-ASO-1 (*n* = 16), *Myc*-ASO-2 (*n* = 15), or NT-ASO (*n* = 12) at the one-cell stage. MYC was localized in the nuclei of embryos injected with NT-ASO. However, MYC nuclear localization disappeared in embryos injected with *Myc*-ASOs. Embryos were photographed at 24 hpi. Scale bar, 20 μm. (**d**) Representative images of embryos injected with either *Myc*-ASO-1, *Myc*-ASO-2, or NT-ASO at the one-cell stage. Embryos were photographed at 48 hpi. Scale bar, 100 μm. (**e**) Developmental rates of embryos injected with either *Myc*-ASO-1 (*n* = 63), *Myc*-ASO-2 (*n* = 62), or NT-ASO (*n* = 58) at the one-cell stage. Data are expressed as the mean ± SEM (*n* = 3). Statistical analysis was performed using the chi-squared test with Holm’s adjustment. *P*-values < 0.05 were considered statistically significant and are represented by different letters (a and b).

### MYC–MAX heterodimerization is essential for development at the two-cell stage

To investigate the function of MYC protein in mouse preimplantation development, two structurally distinct small molecule inhibitors, 10074-G5 and 10058-F4, were used in this study that specifically bind to different regions within the helix-loop-helix domain of MYC and prevent MYC–MAX heterodimerization. Recently, a study using MYC inhibitors has been reported, but their study did not determine the optimal inhibitor concentration^14^. However, in this study, we first determined the optimal inhibitor concentration to be the lowest one at which development stops at the two-cell stage during 6–96 hpi of inhibitor treatment. To determine the optimal concentration of 10074-G5 and 10058-F4 with the fewest side effects, embryos were treated with various concentrations of these inhibitors (0, 2, 4, 6, and 10 µM for 10074-G5; 0, 10, 20, 30, and 40 µM for 10058-F4) at 6–96 hpi. Embryos treated with 10 µM 10074-G5 or 30 or 40 µM 10058-F4 degenerated before cleavage due to cytotoxicity (Fig. 2a–e). Because the rate of development to the four-cell stage of embryos treated with 6 µM 10074-G5 or 20 µM 10058-F4 was as markedly reduced as those treated with *Myc*-ASOs (96.2% for 10074-G5 [−], 16.8% for 10074-G5 [6 µM], 99.0% for 10058-F4 [−], and 27.0% for 10058-F4 [20 µM] at 48 hpi) (Fig. 2a,c,d,e), these concentrations were used as the minimum effective concentrations in subsequent experiments. To determine the exact time when MYC is required in the development of preimplantation embryos, embryos were treated with the inhibitors at 6–24, 24–48, 24–36, 36–48, or 48–96 hpi. Although inhibitor treatment at 6–24 and 48–96 hpi did not affect embryonic development, treatment at 24–36, 36–48, and 24–48 hpi reduced the rate of development to the four-cell stage, and delayed development was observed in some embryos after transfer to the inhibitor-free medium (Fig. 2f and g).

**Figure 2:**
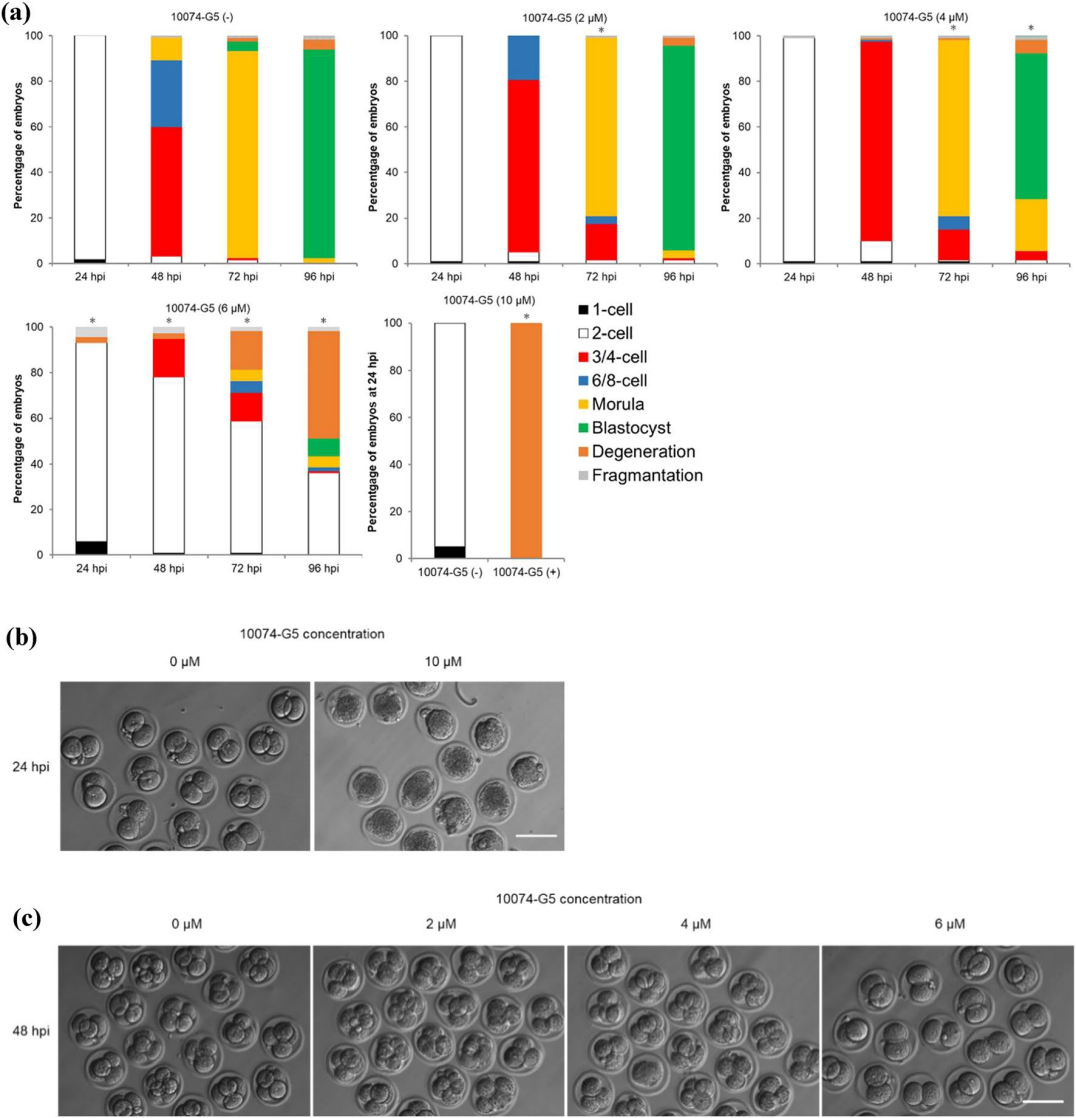

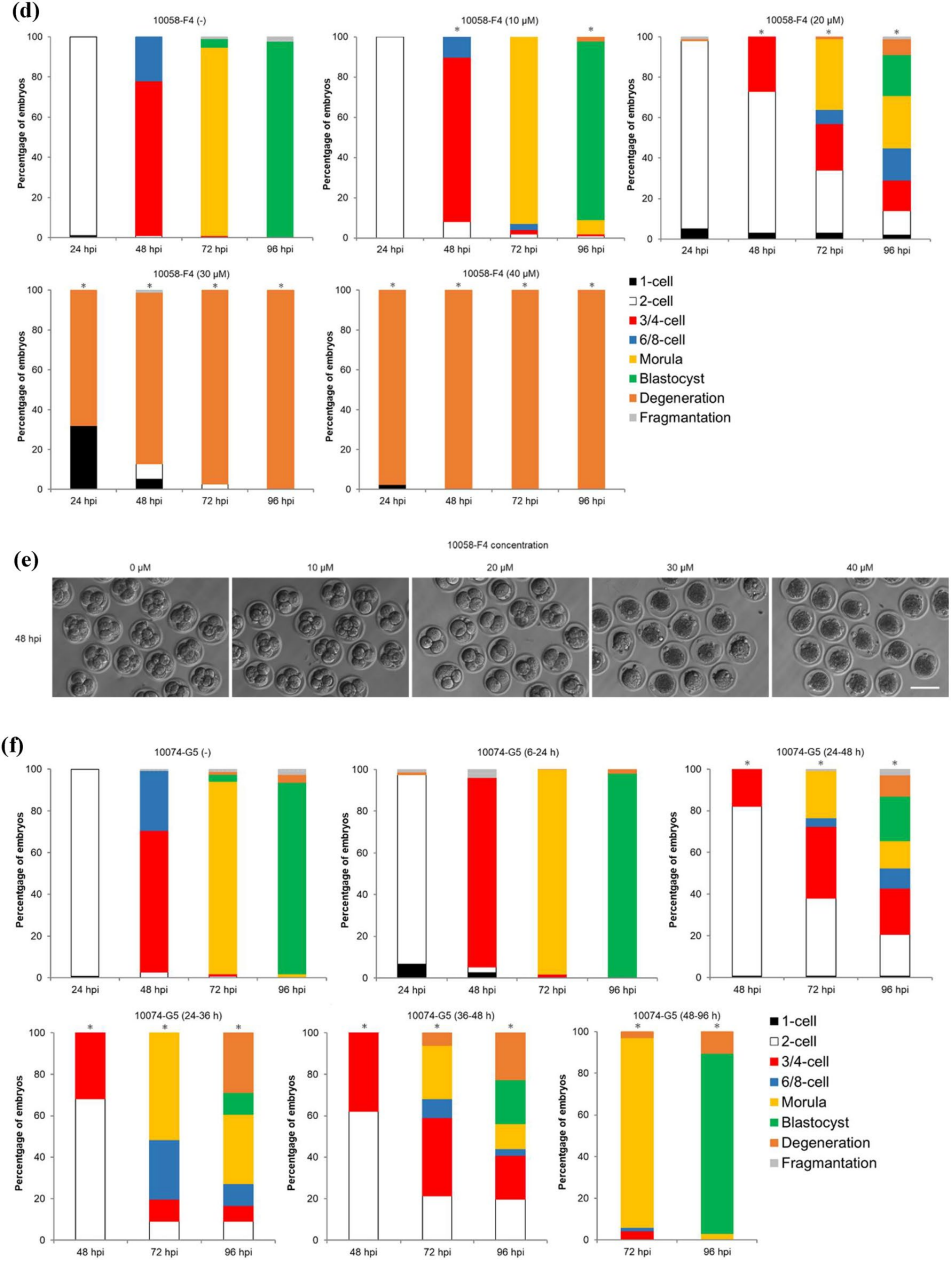

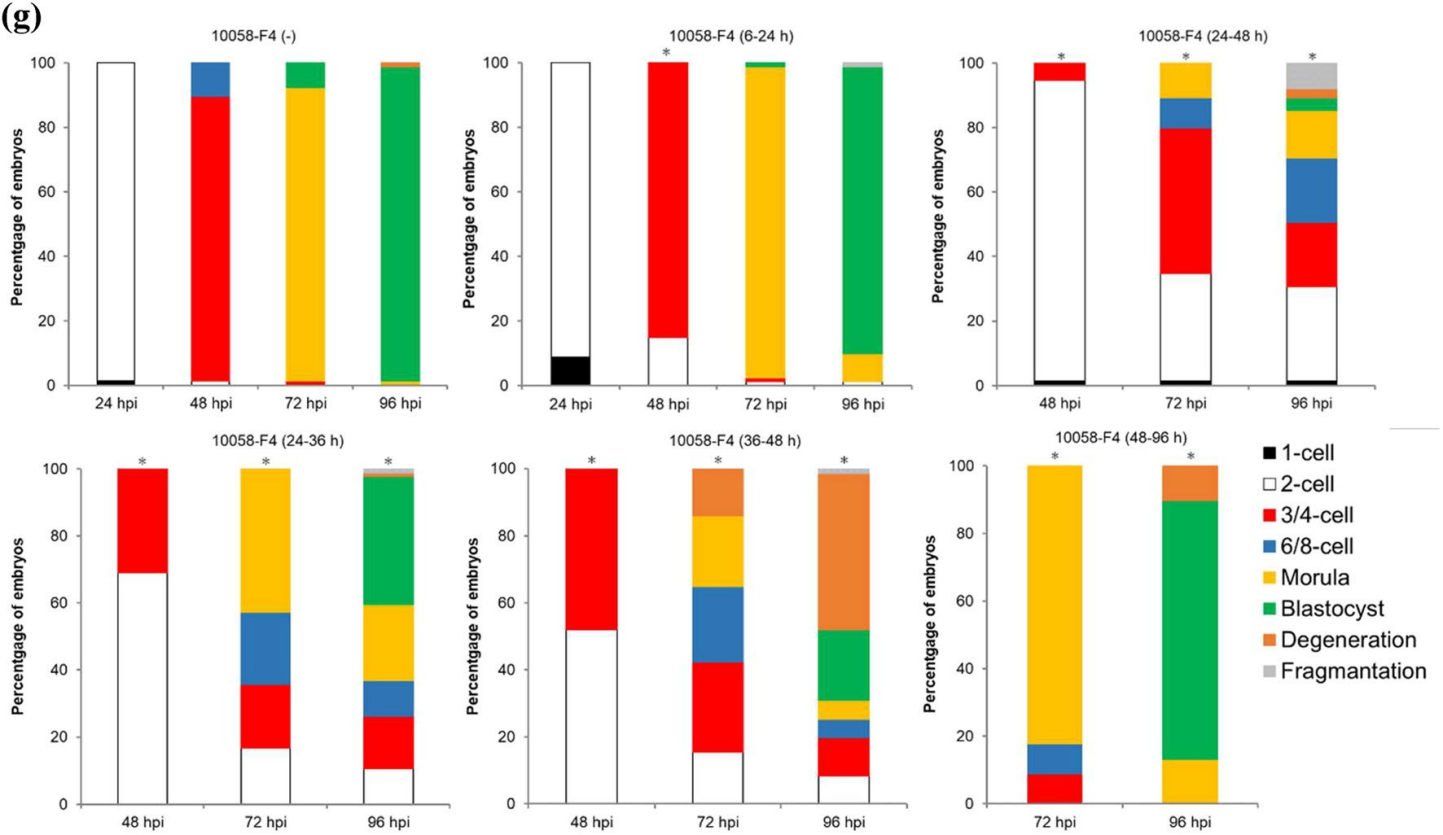
Developmental competence of embryos treated with inhibitors of MYC–MAX heterodimerization. (**a**) Percentage of embryos by developmental stage in 10074-G5 (−) embryos (*n* = 120) or embryos treated with 10074-G5 at the indicated concentrations (2 µM, *n* = 119; 4 µM, *n* = 119; 6 µM, *n* = 119; 10 µM, *n* = 20) from 6 to 96 hpi. 10074-G5 (−) indicates treatment with DMSO, the solvent for 10074-G5, between 6–96 hpi. (**b**) Representative images of 10074-G5 (−) embryos and embryos treated with 10 µM 10074-G5 from 6 hpi. Embryos were photographed at 24 hpi. Scale bar, 100 μm. (**c**) Representative images of 10074-G5 (−) embryos or embryos treated with 2, 4, and 6 µM 10074-G5 from 6 hpi. Embryos were photographed at 48 hpi. Scale bar, 100 μm. (**d**) Percentage of embryos by developmental stage in 10058-F4 (−) embryos (*n* = 96) or embryos treated with 10058-F4 at the indicated concentrations (10 µM, *n* = 99; 20 µM, *n* = 100, 30 µM, *n* = 78; 40 µM, *n* = 80) from 6 to 96 hpi. 10058-F4 (−) indicates treatment with DMSO, the solvent for 10058-F4, between 6 and 96 hpi. (**e**) Representative images of 10058-F4 (−) embryos or embryos treated with 10, 20, 30, and 40 µM 10058-F4 from 6 hpi. Embryos were photographed at 48 hpi. Scale bar, 100 μm. (**f**) Percentage of embryos by developmental stage in 10074-G5 (−) embryos (*n* = 157) or embryos treated with 6 µM 10074-G5 at the indicated periods (6–24 hpi, *n* = 56; 24–48 hpi, *n* = 145; 24–36 hpi, *n* = 66; 36–48 hpi, *n* = 66; 48–96 hpi, *n* = 67). (**g**) Percentage of embryos by developmental stage in 10058-F4 (−) embryos (*n* = 77) or embryos treated with 6 µM 10058-F4 at the indicated periods (6–24 hpi, *n* = 81; 24–48 hpi, *n* = 75; 24–36 hpi, *n* = 84; 36–48 hpi, *n* = 71; 48–96 hpi, *n* = 68). Statistical analysis was performed using the chi-squared test with Holm’s adjustment. The number of normal embryos at 24 hpi (≥ 2-cell), 48 hpi (≥ 4-cell), 72 hpi (≥ morula), and 96 hpi (blastocyst) were compared with DMSO-treated embryos. *P < 0.05.

### Inhibition of MYC–MAX heterodimerization suppresses ZGA

Gene network analysis predicts that *Myc* is the gene controlling major ZGA^10,16,17^. We analyzed ChIP-seq data obtained from mouse embryonic stem cells (ESCs)^18^ and identified 2385 genes that were direct targets of MYC. A comparison of these genes with the 3025 genes that are elevated during ZGA (ZGA genes)^19^ revealed that 25.9% of ZGA genes are MYC target genes (Fig. 3a). 

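Polyadenylated RNA of late two-cell embryos of the ICR mouse strain was sequenced in 4 libraries, each made from 10 embryos collected at 36 hpi. The embryos of 2 libraries had been cultured with 6 µM of the MYC inhibitor, a small molecule that binds MYC and keeps it from pairing with MAX, and those of the other 2 with DMSO, its solvent. The paper gives 6 hpi as the start of the treatment, and the labels of the deposited libraries give 3 hpi. Full-length cDNA was amplified by PCR before sequencing. The authors aligned the read pairs to the mm10 genome with STAR, kept the uniquely mapped ones, and estimated with RSEM the expected count, TPM and FPKM of 24411 genes in each library. Genes with a near-identical copy can lose reads at the unique mapping step or share them with the copy, so their values are uncertain. Copies made by PCR were counted like separate molecules, so limits drawn from the counts cover counting error only. The expected counts summed to 19154148 in DMSO replicate 1, 18206584 in DMSO replicate 2, 20718690 in inhibitor-treated replicate 1 and 19799668 in inhibitor-treated replicate 2. They were rounded to whole numbers, normalized with TMM factors and tested with edgeR over the 13549 genes that passed its filter on low counts. The tool, and how far it pooled the spread between replicates over genes, changed the number of differentially expressed genes. Across the tested genes, which are not independent replicates, the log2 CPM (counts scaled to the normalized total of each library) of the DMSO replicates had a Pearson's r of 0.887. This r was 0.825 between DMSO replicate 1 and inhibitor-treated replicate 1, 0.844 between DMSO replicate 1 and inhibitor-treated replicate 2, 0.912 between DMSO replicate 2 and inhibitor-treated replicate 1, 0.926 between DMSO replicate 2 and inhibitor-treated replicate 2, and 0.931 between the inhibitor-treated replicates. The CPM differed by over 2-fold between the DMSO replicates for 42.2% of the genes and between the inhibitor-treated replicates for 20.6%. DMSO replicate 2 differed by over 2-fold from inhibitor-treated replicate 1 for 28.2% of the genes and from inhibitor-treated replicate 2 for 22.9%, and for DMSO replicate 1 these shares were 58.4% and 54.7%.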

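At the thresholds of |log2FC| > 1 and an adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes up-regulated and 0 genes down-regulated in inhibitor-treated embryos, and its smallest adjusted p was 0.333. An unadjusted p under 0.05 was found for 2013 of the 13549 genes, which is 14.9% where chance gives 5%. Of these genes, 618 were higher and 1271 were lower in inhibitor-treated embryos by a log2FC of more than 1, against 641 and 1258 with DESeq2's size factors in place of TMM factors and 585 and 882 with library totals alone. With limma the lower genes were no longer in large excess, with 847 higher and 759 lower on log2(FPKM + 1) and 737 higher and 767 lower on log2(FPKM + 0.1), among 10625 genes. Among the changes of tool, normalization, filter and design, leaving out the filter on low counts moved the number of called genes most, and the same test then called 165 genes up-regulated and 479 down-regulated among 18208. DESeq2 called 87 genes up-regulated and 437 down-regulated among all genes with at least 1 count. When DESeq2 was also given the effective transcript length of each gene in each library, a setting chosen after the values were seen, it called 82 genes up-regulated and 426 down-regulated. These are named the DESeq2 calls here. In simulated counts with the spread of these libraries, 33.7% of the genes called by DESeq2 without the lengths were unchanged genes. Its adjusted p-values may therefore understate the share of false calls. DESeq2 without the lengths shared 80 of the up-regulated and 420 of the down-regulated calls. The log2FC of the DESeq2 calls had a median of 1.84 for the up-regulated and -1.81 for the down-regulated genes. All 426 down-regulated genes, and the 81 up-regulated genes that edgeR tested, had an unadjusted edgeR p under 0.05 and the same direction, and the edgeR adjusted p was 0.333 for each. DMSO replicate 1 lay farther from the inhibitor-treated replicates than DMSO replicate 2 for 423 of the down-regulated genes (99.3%) and 77 of the up-regulated genes (93.9%).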

RNA-seq analysis of late two-cell stage embryos treated with 10074-G5 at 6–36 hpi indicated that 82 genes were significantly up-regulated, and 426 genes were significantly down-regulated compared with control embryos (Fig. 3b). As *Myc*-inhibited embryos for RNA-seq, 10074-G5 treated embryos were selected because the most control embryos in the inhibitor experiment developed normally to blastocysts compared with the control embryos in the ASO experiment (91.7% for 10074-G5 [−] and 31.0% for NT-ASO at 96 hpi). Of the down-regulated genes, 152 (35.7%) were direct targets of MYC, and the biological processes shown in Gene Ontology analysis of MYC target genes were common with those of the down-regulated genes in 10074-G5-treated embryos (Fig. 3c and d). In addition, the transcription profiles of 10074-G5-treated embryos were compared with those of wild-type embryos listed in a public database (DBTMEE)^20^ (Fig. 3e). 

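The list of MYC target genes from the ChIP-seq data was not used here. In its place, a published collection of MYC target genes (the hallmark list, version 2) was written down from general knowledge. Lists of genes for the shared biological processes were written down in the same way. The paper found these processes among genes down-regulated in the same libraries. Lower values of these lists are therefore not independent support for its finding. The genes written down may differ from those of the published lists. Each list was tested with limma's camera on the edgeR fit, which compares the genes of a list with all other genes at a preset inter-gene correlation of 0.01, with adjustment over 14 lists. The median log2FC of the 58 tested MYC target genes was -0.99 (adjusted p = 2.13e-08 by camera), and 49 of them were lower in inhibitor-treated embryos. Their groups did not overlap for 41 of the lower and 6 of the higher genes, a separation that chance gives 16.7% of genes in either direction with 2 libraries against 2. Centred on each gene's mean over the libraries, the median log2 CPM of the list was 0.46 ± 0.57 (SD, n = 2) in control and -0.44 ± 0.07 (SD, n = 2) in treated embryos. Adjusted over the list alone, 0 of the 58 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 29 had an unadjusted p under 0.05. The DESeq2 calls held 7 of them, all down-regulated, among them Wdr74 on chromosome 19 and Mybbp1a on chromosome 11. The median log2FC was -1.10 for 136 ribosome biogenesis genes (adjusted p = 1.98e-24 by camera), -0.74 for 91 mRNA splicing genes (adjusted p = 2.76e-09), -0.73 for 65 tRNA processing genes (adjusted p = 1.69e-06), -0.73 for 17 purine biosynthesis genes (adjusted p = 0.00542) and -0.87 for 39 autophagy genes (adjusted p = 0.00032). The ribosome biogenesis list shares 26 genes with the MYC target list. The DESeq2 calls held 25 genes of the ribosome biogenesis list, 6 of the splicing list, 6 of the tRNA processing list, 4 of the purine list and 6 of the autophagy list, and all were down-regulated. The alternative that moved the tests most was the inter-gene correlation. With the correlation estimated from these libraries no list had an adjusted p under 0.448, and fry, a rotation test, gave no adjusted p under 0.286, so no call made by camera held under either. Without DMSO replicate 1, the medians were -0.46 for MYC target genes, -0.58 for ribosome biogenesis, -0.36 for splicing, -0.40 for tRNA processing, -0.43 for purine biosynthesis and -0.24 for autophagy. The median log2FC of all tested genes was 0.04 with TMM factors and 0.17 with library totals alone, and none of these lists changed direction with library totals, with DESeq2's size factors or on FPKM.

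**Figure D1:**
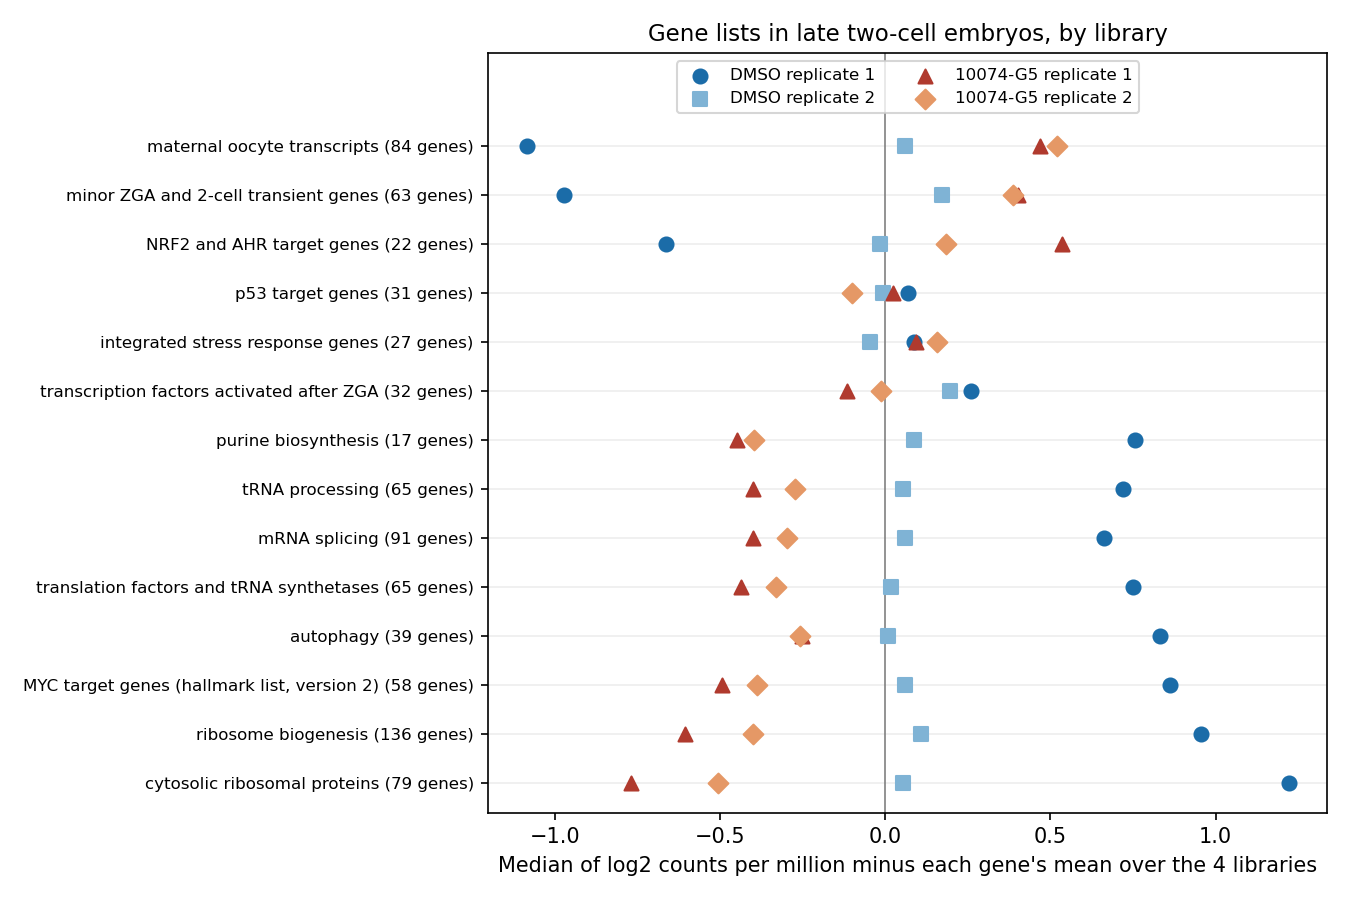
Median over each list of the log2 CPM minus each gene's mean over the 4 libraries, on the horizontal axis, with 1 point per library and the lists ordered by their median log2FC. DMSO replicate 2 lies between DMSO replicate 1 and the inhibitor-treated replicates for all lists but the p53 target and integrated stress response genes, and the transcription factors change direction with library totals or FPKM.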

The results showed that many of the up-regulated genes in 10074-G5-treated embryos were maternal transcripts that were not degraded and genes that were expressed at the minor ZGA phase. In addition, 291 (9.6%) of the ZGA genes were suppressed by 10074-G5 treatment (Fig. 3f). 

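The database categories were not used here, and lists of transcripts stored in the oocyte and of genes active at minor ZGA were written down from general knowledge. The median log2FC of the 84 maternal transcripts was 0.90 (adjusted p = 1.95e-14 by camera), with 76 higher in inhibitor-treated embryos, and the groups did not overlap for 63 of the higher and 3 of the lower genes. The centred median log2 CPM of this list was -1.09 in DMSO replicate 1, 0.06 in DMSO replicate 2, 0.47 in inhibitor-treated replicate 1 and 0.52 in inhibitor-treated replicate 2. The maternal median was 0.48 without DMSO replicate 1 and 1.69 without DMSO replicate 2. Of the 76 minor ZGA genes written down, among them the Zscan4 and Zfp352 genes and other families expressed for a short time in the two-cell embryo, 66 were listed and 63 tested. Their median log2FC was 0.72 (adjusted p = 0.000259 by camera), and 48 were higher in treated embryos. The centred median of the minor ZGA list was -0.97 in DMSO replicate 1, 0.17 in DMSO replicate 2, 0.40 in inhibitor-treated replicate 1 and 0.39 in inhibitor-treated replicate 2, and its median log2FC was 0.23 without DMSO replicate 1. For both lists the difference between the groups was therefore of the size of the difference between the DMSO replicates. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes of either list had an adjusted p under 0.05, also when adjusted over the list alone, and 25 maternal and 13 minor ZGA genes had an unadjusted p under 0.05.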

Of the genes that were direct targets of MYC and up-regulated during ZGA, 114 were down-regulated by 10074-G5 treatment (Fig. 3g).

**Figure 3:**
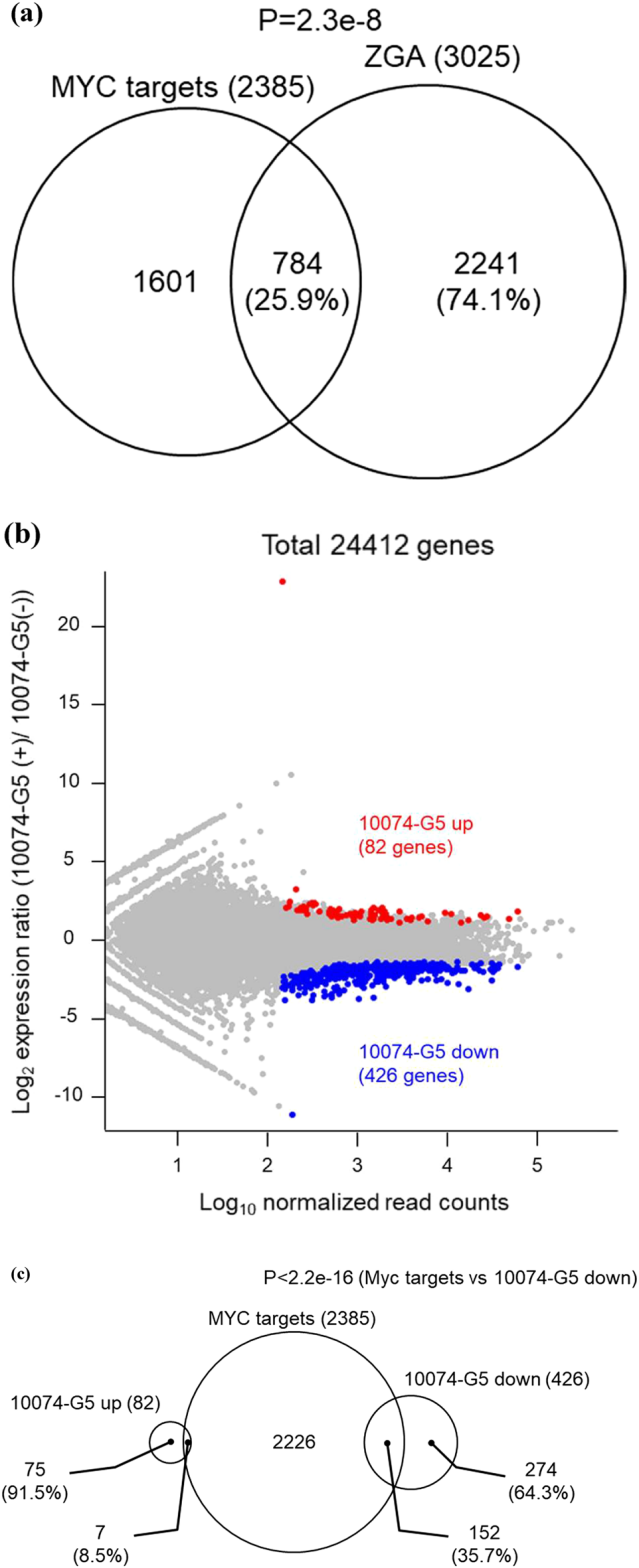

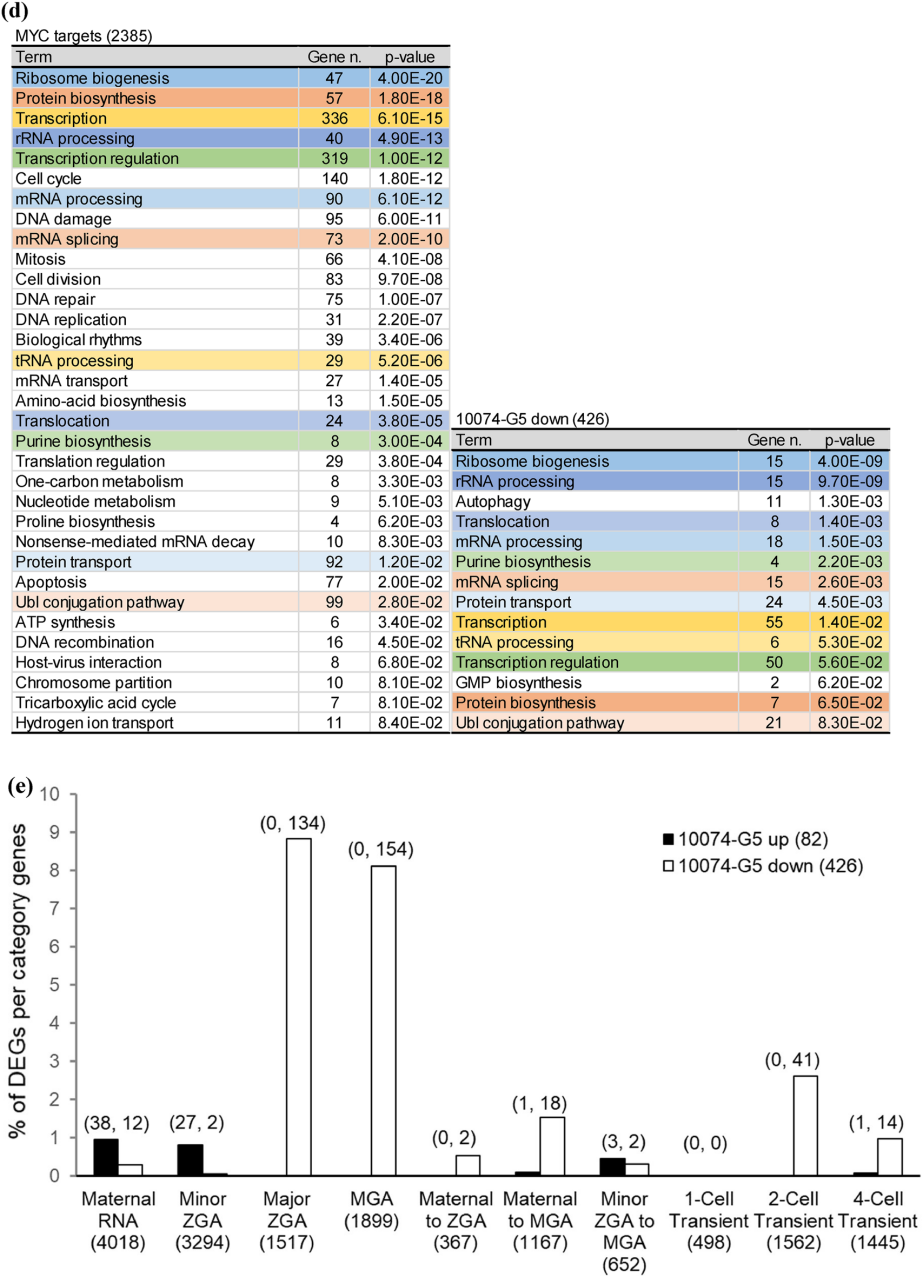

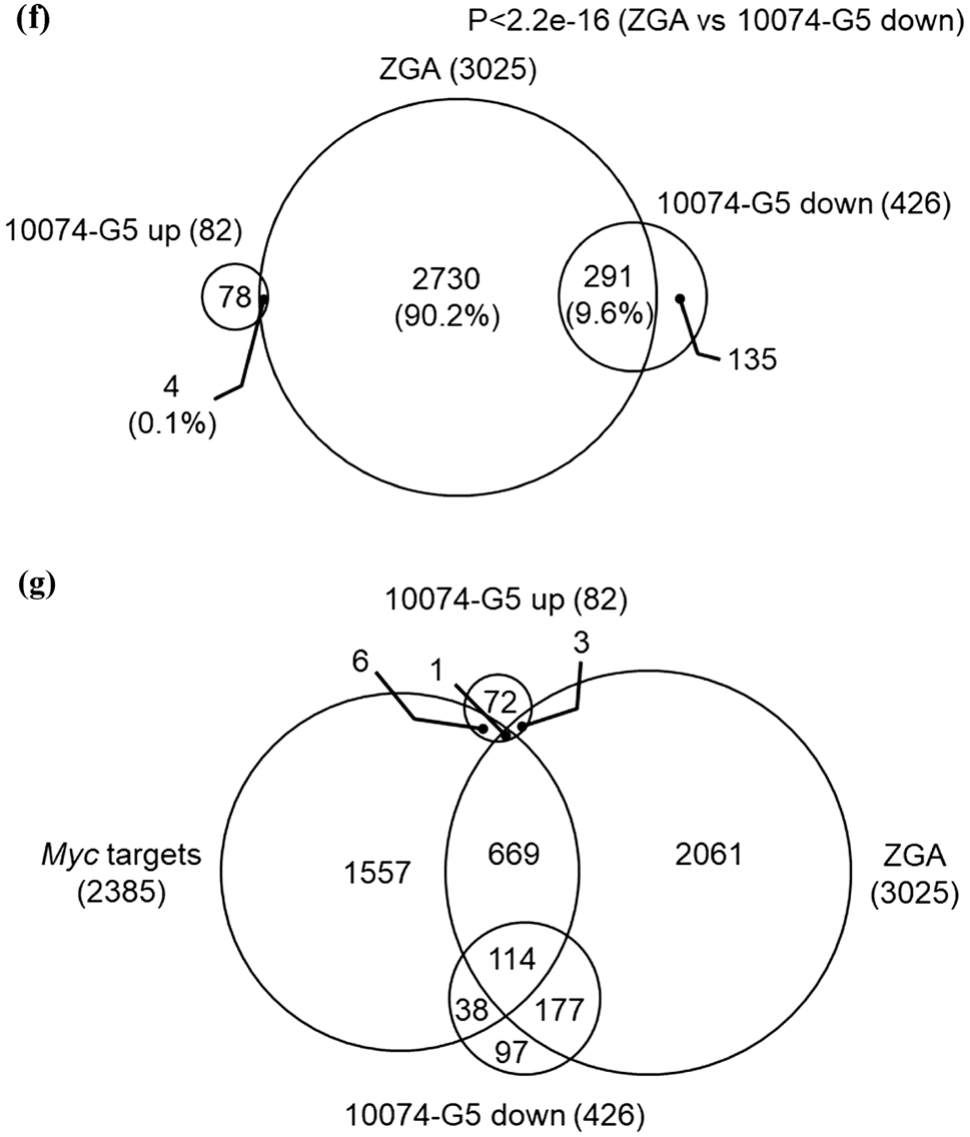
RNA-seq analysis indicates transcriptional aberration by inhibition of MYC–MAX heterodimerization between minor and major ZGA. (**a**) Venn diagram for MYC target genes and genes up-regulated during ZGA. *P-*values were calculated by Fisher’s exact test. (**b**) MA plot showing the gene expression ratios of 10074-G5-treated embryos to 10074-G5 (−) embryos and the average gene expression of all embryos. Among 24,411 genes, 82 were significantly up-regulated (red circles) and 426 were down-regulated (blue circles) in 10074-G5-treated embryos. Differentially expressed genes were defined as those with |log2FC|> 1 and adjusted *P*-value < 0.05 using DESeq2. (**c**) Venn diagram of MYC target genes and genes up- or down-regulated in 10074-G5-treated embryos. *P*-values were calculated by Fisher’s exact test. (**d**) Significant Gene Ontology terms for biological processes enriched with the MYC target genes and genes down-regulated in 10074-G5-treated embryos. Gene *n*. represents the number of related genes. (**e**) Percentage of genes up- or down-regulated in 10074-G5-treated embryos per genes of DBTMEE v2 transcriptome categories. The number of genes is indicated above the bars (up-regulated genes, down-regulated genes). (**f**) Venn diagram of genes up-regulated in ZGA and genes up- or down-regulated in 10074-G5-treated embryos. *P*-values were calculated by Fisher’s exact test. (**g**) Venn diagram of MYC target genes and genes up-regulated in ZGA and genes up- or down-regulated in 10074-G5-treated embryos.

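In each direction, the 6 genes with the largest log2FC were taken from the DESeq2 calls with a mean FPKM of at least 10 and no overlap between the groups. Cmss1, a gene named for a homolog of a small ribosomal subunit factor, lies on chromosome 16 of GRCm38.p6 from 57301999 to 57606867. Its CPM was 88.1 ± 77.4 (SD, n = 2) in control embryos and 7.16 ± 1.29 (SD, n = 2) in inhibitor-treated embryos. Its log2FC was -3.62 by edgeR's quasi-likelihood test (standard error 0.72, Benjamini-Hochberg adjusted p = 0.333) and -3.65 by DESeq2 (standard error 0.63, adjusted p = 2.9e-05). The adjusted p of Cmss1 ranged from 2.07e-08 to 0.411 over the alternatives, and the log2FC was -2.21 without DMSO replicate 1. The span of Cmss1 contains Filip1l, and reads of the overlapping genes could have been split between them. Hsd17b6, a hydroxysteroid dehydrogenase gene on chromosome 10 from 127990931 to 128007648, had 36.8 ± 39.4 CPM (SD, n = 2) in control and 3.36 ± 2.93 CPM (SD, n = 2) in treated embryos. Its log2FC was -3.45 by edgeR (standard error 1.05, adjusted p = 0.333) and -3.48 by DESeq2 (standard error 0.84, adjusted p = 0.00534), and it was -1.40 without DMSO replicate 1. Its adjusted p ranged from 1.77e-05 to 0.411 over the alternatives. The log2FC by DESeq2 of the other largest decreases, in Dydc2, Klhl10, Tsr2 and Pkn3, ranged from -3.71 to -3.32, with adjusted p-values from 5.16e-05 to 0.00355. Each of these genes overlaps the span of 1 other gene, and without DMSO replicate 1 their log2FC by edgeR ranged from -2.39 to -1.92. Cxx1a, now named Rtl8a, lies on chromosome X from 53642488 to 53643763. It had 4.34 ± 3.68 CPM (SD, n = 2) in control and 24.8 ± 5.69 CPM (SD, n = 2) in treated embryos. Its log2FC was 2.51 by edgeR (standard error 0.72, adjusted p = 0.333) and 2.52 by DESeq2 (standard error 0.69, adjusted p = 0.0152), with an adjusted p from 0.00647 to 0.411 over the alternatives, and the log2FC by edgeR ranged from 1.85 to 3.83 with each library left out in turn. The other largest increases, in 4933417E11Rik, Gm4301, Gm4312, Iqcf5 and Epb4.1l4a, ranged from 2.22 to 2.31 on the log2 scale by DESeq2, with adjusted p-values from 0.0205 to 0.0384. With each library left out in turn, their log2FC by edgeR lay between 1.37 (Gm4301 and Gm4312) and 4.05 (Epb4.1l4a). Gm4301 and Gm4312 had the same counts in every library and are uncertain. For any single gene, an exact two-sided permutation test of 2 libraries against 2 cannot give a p under 0.333.

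**Figure D2:**
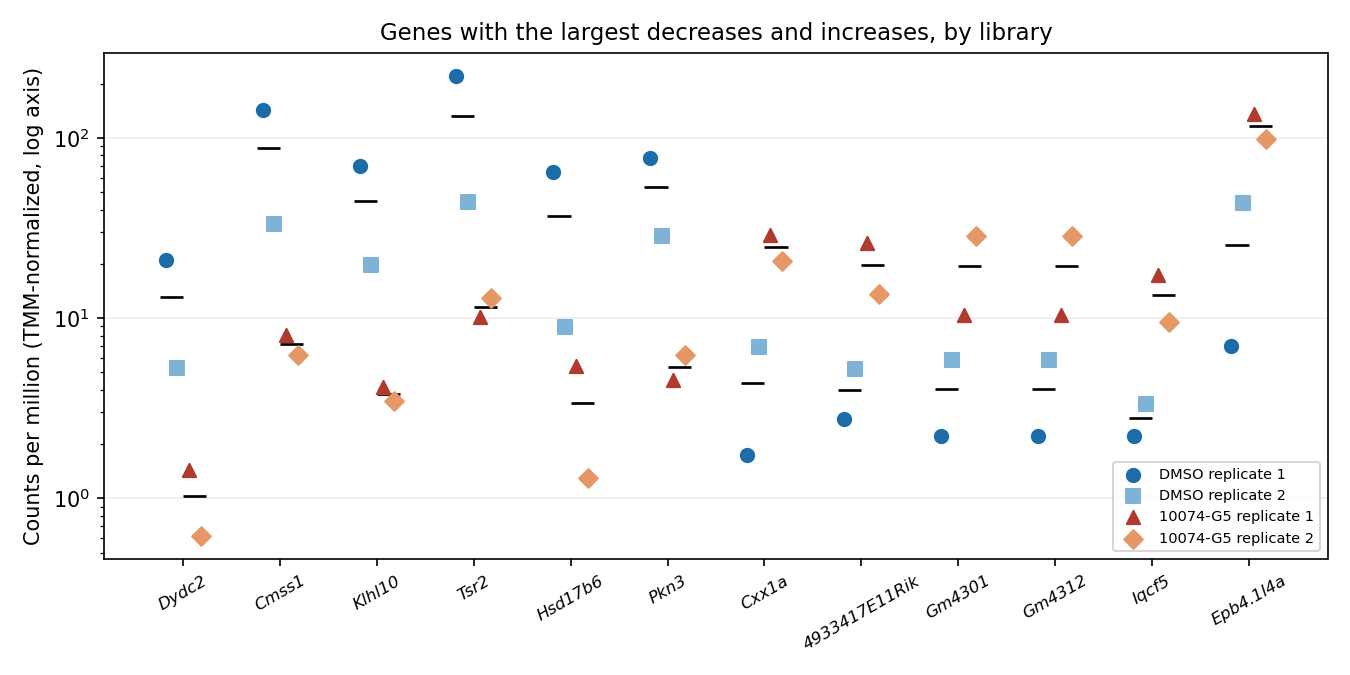
CPM of each library on a log axis for the 6 genes with the largest decreases (Dydc2 to Pkn3) and the 6 with the largest increases (Cxx1a to Epb4.1l4a), with black lines at the mean of the 2 libraries of each group. DMSO replicate 2 lies between DMSO replicate 1 and the mean of the inhibitor-treated replicates for all 12 genes.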

## Discussion

This study demonstrates that the transcription factor MYC is essential for early mouse embryogenesis by using *Myc*-targeting ASOs and MYC-specific inhibitors. We found that developmental arrest occurs at the two-cell stage when embryos are treated with ASOs or inhibitors from the one-cell stage. The functions of *Mycn* and *Mycl* are redundant to those of *Myc*, and embryos in which *Myc* is replaced with *Mycn* develop normally^21^. Although the inhibitors used in this study have been shown to be effective against MYCN and MYCL^22,23^, developmental arrest occurred at the two-cell stage even with ASOs targeting only *Myc*. These results suggest that only *Myc* is essential for early development. This idea is also valid because RNA-seq data analysis indicates that *Mycn* and *Mycl* expression is low in early development. 

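The 4 libraries of late two-cell embryos give the levels of the family at 36 hpi. Myc, on chromosome 15 of GRCm38.p6 from 61985341 to 61990361, had 7.70 ± 0.16 FPKM (SD, n = 2) in DMSO-treated control embryos and 2.74 ± 0.0071 FPKM (SD, n = 2) in inhibitor-treated embryos. Its rounded counts were 308 and 301 in control embryos and 120 and 115 in treated embryos, a log2FC of -1.64 (standard error 0.50, adjusted p = 0.333 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2FC of Myc lay between -1.74 and -1.51 with each library left out in turn, and its adjusted p lay between 0.0664 and 0.411 over the alternatives. Mycn, on chromosome 12 from 12936093 to 12941836, had counts of 8 and 59 in control embryos and 75 and 71 in treated embryos. The CPM of Mycn in control embryos was 1.80 ± 1.87 (SD, n = 2), against 17.2 ± 1.77 (SD, n = 2) for Myc. The log2FC of Mycn was 0.92 (standard error 1.05, adjusted p = 0.675 from the same edgeR test), and it was 0.15 without DMSO replicate 1. Mycl, on chromosome 4 from 122995588 to 123002490, had counts of 1 and 3 in control embryos, no more than the limit of 3 counts that a count of 0 allows, and of 23 and 12 in treated embryos. At these counts the fold change of Mycl is uncertain, and the difference was not significant (adjusted p = 0.5 from the same edgeR test). In treated embryos the CPM was 5.53 ± 0.0564 (SD, n = 2) for Myc, 3.43 ± 0.0648 (SD, n = 2) for Mycn and 0.820 ± 0.350 (SD, n = 2) for Mycl. Max, on chromosome 12 from 76937269 to 76962323, had 44.4 ± 18.0 CPM (SD, n = 2) in control and 93.6 ± 27.0 CPM (SD, n = 2) in treated embryos, a log2FC of 1.07 (standard error 0.45, adjusted p = 0.334 from the same edgeR test).

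**Figure D3:**
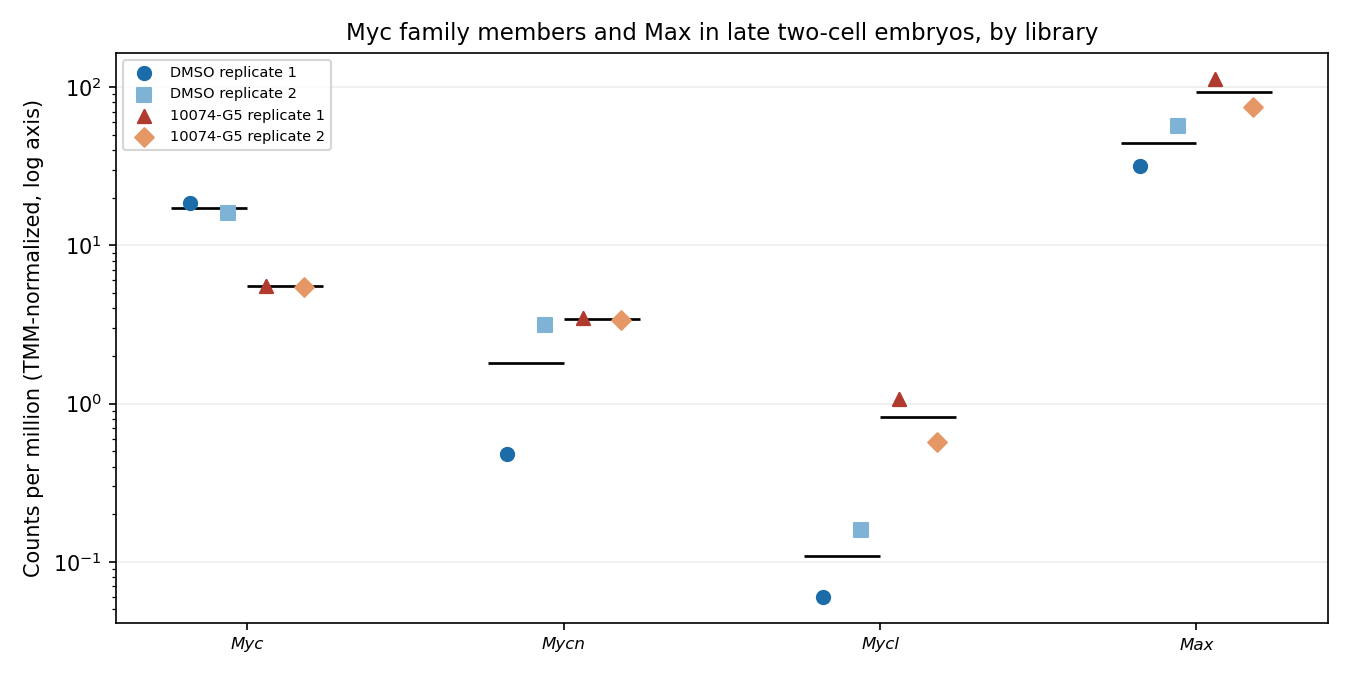
CPM of each library on a log axis for Myc, Mycn, Mycl and Max, with black lines at the mean of the 2 libraries of each group. The DMSO replicates of Myc lie above both inhibitor-treated replicates, and Mycl is at 1 and 3 counts in the DMSO replicates.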

Although Paria et al. showed that *Myc*-targeting ASO treatment from the two-cell stage results in embryonic arrest at the eight-cell/morula stage^12^, we found that some embryos were similarly arrested at the eight-cell/morula stage (10074-G5: 80.3% and 10058-F4: 33.3%) when two-cell embryos were treated with MYC inhibitors for a limited time period (24–36 hpi) in this study. This suggests that major ZGA at the two-cell stage induced by MYC was partially inhibited in embryos arrested at the eight-cell/morula stage by ASO treatment in the previous study and by the time-limited inhibitor treatment in the present study.

More recently, it was reported that treatment of mouse one-cell embryos with 10058-F4, the MYC inhibitor used in the present study, results in developmental arrest at the one-cell stage^14^. Abe et al. reported that inhibition of minor ZGA alone does not impair development from the one-cell stage to the two-cell stage but does impair development after the two-cell stage^24^. Therefore, we hypothesized that the inhibition of transcription factors such as *Myc* would not result in one-cell stage arrest. In our study, the optimal inhibitor concentration was defined as the concentration at which development stopped at the two-cell stage, similar to the results with ASOs, but when treated with a higher concentration of 10058-F4, as was the case in the study of Asami et al., developmental arrest or degeneration also occurred at the one-cell stage, suggesting that the effect of higher inhibitor concentrations on development may be an artifact. In our research, embryos developed normally into blastocysts when they were treated with the inhibitors at the one- to two-cell stage (6–24 hpi) or after the four-cell stage (48–96 hpi), also suggesting that the inhibitors specifically inhibit MYC without cytotoxic effects. Asami et al. performed RNA-seq using a library independent of the poly-A tail, whereas polyadenylated RNA-seq libraries were used in this experiment. It is probable that the difference of the libraries used affected the number of differentially expressed genes.

RNA-seq analysis of embryos treated with 10074-G5 at 6–36 hpi (from just after fertilization to the late two-cell stage) showed that only two minor ZGA genes were down-regulated, while 288 major ZGA and mid-preimplantation gene activation (MGA) genes were down-regulated. This indicates that MYC is required for the induction of major ZGA, as pointed out in previous studies involving gene network analysis^10,16^, and that the transcriptional aberration caused by MYC inhibition occurs between minor ZGA and major ZGA. This result is supported by a report showing that MYC proteins co-localize with nuclear speckles from the two-cell stage^11^, suggesting that MYC localizes to transcriptionally active regions around nuclear speckles and promotes transcription of the embryonic genome. In addition, activated β-catenin, a transcription factor of the Wnt pathway, localizes to the nucleus in one- to two-cell stage embryos. 

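Among the tested genes of the minor ZGA list, the DESeq2 calls held 3 down-regulated genes, Pramel6, Trim43c and Pramel7, and 1 up-regulated gene, Gm5039. All belong to multigene families or are copies of other genes, which makes their counts uncertain. Pramel6, on chromosome 2 of GRCm38.p6 from 87506565 to 87510865, had 161 ± 59.5 CPM (SD, n = 2) in control and 50.3 ± 10.0 CPM (SD, n = 2) in treated embryos, a log2FC of -1.69 (standard error 0.47, adjusted p = 0.0157 by DESeq2). Trim43c, on chromosome 9 from 88839164 to 88848190, had a log2FC of -1.28 (standard error 0.41, adjusted p = 0.0386 by DESeq2). Over the alternatives, the adjusted p ranged from 0.0135 to 0.411 for Pramel6 and from 0.033 to 0.411 for Trim43c. As a list for the period after major ZGA, 36 transcription factors that are switched on from the two-cell stage to the blastocyst were written down, of which 32 were tested. Their median log2FC was -0.08 (adjusted p = 0.0726 by camera), with 17 lower and 15 higher in treated embryos. With each library left out in turn, this median lay between -0.23 and -0.14. It was -0.34 with DESeq2 on all genes with at least 1 count (adjusted p = 0.0152 by camera) and 0.07 with library totals in place of TMM factors, and over all alternatives the adjusted p ranged from 0.0148 to 0.448. The centred median log2 CPM of this list was 0.23 ± 0.05 (SD, n = 2) in control and -0.06 ± 0.07 (SD, n = 2) in treated embryos. The DESeq2 calls held 4 of these factors, all down-regulated, which were Dppa2, Dppa4, Tead4 and Nr2c2. Dppa2, on chromosome 16 from 48310274 to 48319513, had 1077 ± 1015 CPM (SD, n = 2) in control and 174 ± 6.61 CPM (SD, n = 2) in treated embryos. Its log2FC was -2.66 (standard error 0.60, adjusted p = 0.00244 by DESeq2) over all libraries and -1.03 by edgeR without DMSO replicate 1, and its adjusted p ranged from 2.8e-05 to 0.411 over the alternatives. The paper compares how many minor ZGA genes and how many major ZGA and mid-preimplantation genes were down-regulated. From this it concludes that the induction of major ZGA requires MYC, as earlier gene network analyses had pointed out. It also places the transcriptional aberration between minor and major ZGA. Its other evidence includes the arrest of embryos at the two-cell stage with ASOs or inhibitors, and a report of MYC at nuclear speckles.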

Tankyrase promotes the nuclear localization of β-catenin, but inhibition of tankyrase arrests mouse preimplantation development at the two-cell stage. It has been postulated that this is due to the inhibition of the nuclear localization of β-catenin, which inhibits the function of MYC, a direct target of β-catenin, thereby preventing ZGA^17^, and our results support this hypothesis.

Meanwhile, RNA-seq analysis indicated an increase in the number of genes classified as maternal RNAs, but this result was attributed to the lack of degradation of maternal transcripts. 

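Of the 77 genes of the maternal transcript list that DESeq2 gave an adjusted p, 10 were up-regulated and 0 down-regulated among the DESeq2 calls. They were Oas1c, Oog1, Tcl1b2, Obox5, Nobox, Tcl1b1, Tcl1b3, Oosp1, Tcl1b5 and Tcl1b4, with log2FC from 1.28 to 1.94 and adjusted p-values from 0.0115 to 0.044 by DESeq2. Several belong to families of similar genes, such as the Tcl1b and Obox genes, whose reads the unique mapping could lose or split. Oas1c, on chromosome 5 of GRCm38.p6 from 120800194 to 120812540, had 35.7 ± 22.8 CPM (SD, n = 2) in control and 136 ± 4.41 CPM (SD, n = 2) in treated embryos. Its log2FC was 1.93 by edgeR's quasi-likelihood test (standard error 0.51, Benjamini-Hochberg adjusted p = 0.333), it was 1.41 without DMSO replicate 1, and its adjusted p ranged from 0.00408 to 0.411 over the alternatives. Oog1, on chromosome 12 from 87602665 to 87608845, had 658 ± 218 CPM (SD, n = 2) in control and 2021 ± 441 CPM (SD, n = 2) in treated embryos. The median change of the maternal transcripts from DMSO replicate 1 to DMSO replicate 2 was 1.11 on the log2 scale, and from DMSO replicate 2 to the mean of the inhibitor-treated replicates it was 0.46.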

There were only 38 such genes, indicating that the effect of MYC inhibition on the degradation of maternal transcripts was relatively small. 

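The paper names protein synthesis among the processes of the genes down-regulated in these libraries, so lists for it are not an independent test. For protein synthesis, the 79 genes of the cytosolic ribosomal proteins and 67 genes of translation factors and tRNA synthetases were written down as lists. All 79 ribosomal protein genes were lower in inhibitor-treated than in control embryos, with a median log2FC of -1.36 (adjusted p = 1.62e-28 by camera), and the groups did not overlap for 78 of them. Their centred median log2 CPM was 0.64 ± 0.83 (SD, n = 2) in control and -0.64 ± 0.19 (SD, n = 2) in treated embryos. The ribosomal protein genes rose and fell together, with an estimated inter-gene correlation of 0.978, so they do not count as 79 separate measurements. Without DMSO replicate 1 their median log2FC was -0.65. Adjusted over the list alone, 64 of them had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 0 when adjusted over all tested genes. An unadjusted p under 0.05 was found for 69. The DESeq2 calls held 32 ribosomal protein genes, all down-regulated, with log2FC from -3.08 to -1.36 and adjusted p-values from 0.0066 to 0.0499 by DESeq2. Rpl10a, on chromosome 17 of GRCm38.p6 from 28328471 to 28331033, had 203 ± 151 CPM (SD, n = 2) in control and 43.4 ± 3.69 CPM (SD, n = 2) in treated embryos. Its log2FC was -2.25 (standard error 0.55, adjusted p = 0.0066 by DESeq2), with an adjusted p from 0.000418 to 0.411 over the alternatives and a log2FC of -1.13 by edgeR without DMSO replicate 1. Ribosomal protein genes have many processed pseudogenes, and reads that also match a pseudogene are lost at the unique mapping step. Of the translation factors and tRNA synthetases 65 were tested, with a median log2FC of -0.85 (adjusted p = 8.44e-10 by camera), 60 lower and 5 higher in treated embryos. Their median was -0.38 without DMSO replicate 1. Of the list, 7 genes were among the DESeq2 calls, all down-regulated, and the one with the smallest adjusted p was Eef1e1 (log2FC -2.13, standard error 0.50, adjusted p = 0.00408 by DESeq2). The adjusted p of Eef1e1 ranged from 0.00111 to 0.411 over the alternatives, and its log2FC was -1.35 by edgeR without DMSO replicate 1.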

Gene Ontology analysis of MYC target genes and genes whose expression was down-regulated by MYC inhibition showed that both contain many genes involved in pathways such as ribosome biosynthesis, protein biosynthesis, and transcription. These results suggest that the downstream genes of MYC dominate the central pathways in major ZGA, and developmental arrest occurs because these pathways are disrupted.

Of the 2,385 direct MYC target genes obtained from ChIP-seq data in ESCs, only 152 (6.37%) were down-regulated by MYC inhibition at the two-cell stage. The genes whose expression was not decreased may be due to differences in MYC target genes between ESCs and early embryos. Indeed, among the top 500 genes that were highly expressed in dimethyl sulfoxide (DMSO)-treated control embryos, 167 (33.4%) were MYC target genes, and 44 (26.3%), a higher proportion than overall MYC target genes in ESCs, were down-regulated by MYC inhibition. In addition, based on the observation that when the relative amount of MYC is low, MYC binds only to high-affinity targets, and when the relative amount is high, MYC also binds to low-affinity targets^25,26^, it is possible that the difference in the relative amount of MYC between ESCs and early embryos was the reason for the low number of genes whose expression was decreased by MYC inhibition at the two-cell stage.

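The 500 genes with the highest mean FPKM in the DMSO libraries were compared with the other tested genes, without the list of MYC target genes. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the 500 genes and 0 of the other 13049 were down-regulated. At an unadjusted p under 0.05 and a log2FC under -1, 194 of the 500 genes (38.8%) and 1077 of the others (8.25%) were lower in inhibitor-treated embryos. Among the DESeq2 calls, 79 of the 500 genes (15.8%) and 347 of the 7654 other genes with an adjusted p (4.53%) were down-regulated (Fisher's exact test across genes, which are not independent replicates, two-sided, p = 7.02e-20). A ranking by the level in DMSO favours genes that are lower in treated embryos, so rankings by other means were added after the values were seen. A ranking by the level in treated embryos works against such genes, so it is not an unbiased check either. By mean FPKM over all 4 libraries, 55 of the 500 highest genes (11%) were down-regulated against 371 of the others (4.85%, p = 1.09e-07 by the same Fisher's exact test), and by mean FPKM in the inhibitor-treated libraries 33 (6.6%) against 393 (5.13%, p = 0.176 by the same exact test). At an unadjusted edgeR p under 0.05 and a log2FC under -1, the ranking over all libraries gave 149 of the 500 genes (29.8%) against 1122 of the others (8.6%), and the ranking in the treated libraries 105 (21%) against 1166 (8.94%). When the genes were ranked by mean normalized count in DMSO, 65 (13%) were down-regulated against 361 of the others (4.72%). DESeq2 on all genes with at least 1 count called 82 of the 500 genes with the highest FPKM down-regulated.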

*Myc* is one of the proto-oncogenes commonly expressed in various types of cancer cells, and the feature that both cancer cells and early embryos lack cell cycle checkpoints and proliferate rapidly may be derived from the effects of *Myc*^27^. *Myc* is also one of the genes selected for the establishment of induced pluripotent stem cells because it maintains the pluripotency of ESCs, and the expression of four genes, including *Myc*, can reprogram fibroblasts into pluripotent stem cells^28^. However, it has been shown that two-cell-like cells are induced from ESCs when *Myc* is knocked out, suggesting that *Myc* prevents the transition from the pluripotent state to the totipotent state in ESCs^29^.

This study demonstrates that *Myc* is required at the two-cell stage in embryos, the time when the totipotent state is lost and the transition to the pluripotent state is initiated, suggesting that *Myc* also affects the differentiation potential of early embryos. Our understanding of the “essential” role of *Myc* in early embryogenesis will accelerate our understanding of cancer cells and induced pluripotent stem cells.

## Materials and methods

### Collection of oocytes, in vitro fertilization, and embryo culture

Eight- to 12-week-old ICR mice (Japan SLC, Shizuoka, Japan) were superovulated by injection with 7.5 IU equine chorionic gonadotropin (eCG: ASUKA Animal Health, Tokyo, Japan) followed 46–48 h later by 7.5 IU human chorionic gonadotropin (hCG: ASUKA Animal Health). Mice were euthanized by cervical dislocation by trained personnel following the American Veterinary Medical Association (AVMA) Guidelines for the Euthanasia of Animals (2020)^30^. No anesthetic agent was used. Cumulus-oocyte complexes were collected from the ampullae of excised oviducts 14 h after hCG injection and placed in 100 μL human tubal fluid (HTF) medium supplemented with 4 mg/mL bovine serum albumin (BSA: Sigma-Aldrich, St. Louis, MO)^31^. Twelve- to 18-week-old ICR male mice (Japan SLC) were euthanized by cervical dislocation, and spermatozoa were collected from the cauda epididymis and cultured for at least 1 h in 100 μL HTF medium. After preincubation, the sperm suspension was added to the fertilization droplets at a final concentration of 1.0 × 10^6^ cells/mL. At 6 hpi, morphologically normal fertilized embryos with two identified pronuclei were collected and cultured in potassium simplex optimized medium (KSOM) supplemented with amino acids^32^ and 1 mg/mL BSA under paraffin oil (Nacalai Tesque, Kyoto, Japan). All incubations were performed at 37 °C under 5% CO_2_. Embryos were incubated until 96 hpi.

### RNA extraction and RT-qPCR

Total RNA extraction and cDNA synthesis from oocytes were performed using a SuperPrep™ II Cell Lysis & RT Kit for qPCR (TOYOBO, Osaka, Japan). Synthesized cDNA was mixed with specific primers and KOD SYBR qPCR Mix (TOYOBO), followed by RT-qPCR amplification. The protocols for RT-qPCR and the establishment of transcript levels were performed as previously described^33^, and *Gapdh* or *H2afz* was used as an internal control. Relative gene expression was calculated using the 2^−ΔΔCt^ method^34^. Primer sequences used for RT-qPCR were as follows: *Gapdh*, 5′-GTGTTCCTACCCCCAATGTG-3′ (forward) and 5′-TGTCATCATACTTGGCAGGTTTC-3′ (reverse); *H2afz*, 5′-TCCAGTGGACTGTATCTCTGTGA-3′ (forward) and 5′-GACTCGAATGCAGAAATTTGG-3′ (reverse); *Myc*, 5′-CGTTGGAAACCCCGCAGA-3′ (forward) and 5′-TCCAGATATCCTCACTGGGCG-3′ (reverse).

### Immunocytochemistry and fluorescence analysis

To detect the localization of MYC, embryos were fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS) for 20 min at 28 °C. The embryos were then treated with 0.5% Triton X-100 (Sigma-Aldrich) in PBS for 40 min at 28 °C. The embryos were blocked in PBS containing 1.5% BSA, 0.2% sodium azide, and 0.02% Tween 20 (antibody dilution buffer) for 1 h at 28 °C, followed by overnight incubation at 4 °C with a rabbit anti-MYC antibody (1:20,000; ab32072; Abcam Ltd., Cambridge, UK) in antibody dilution buffer. Subsequently, the samples were washed in antibody dilution buffer and incubated with an Alexa Fluor 594-conjugated goat anti-rabbit IgG secondary antibody (1:500; Thermo Fisher Scientific, Waltham, MA) for 1 h at 28 °C. After washing in antibody dilution buffer, the embryos were stained with antibody dilution buffer containing 10 μg/mL Hoechst 33342 (Sigma-Aldrich) for 20 min at 28 °C. Stained embryos were mounted on glass slides, and signals were observed using a fluorescence microscope (IX73; Olympus, Tokyo, Japan).

### Microinjection of ASOs

The following ASOs were purchased from Qiagen (Hilden, Germany): *Myc*-ASO-1, LG00828024-DDA; *Myc*-ASO-2, LG00828026-DDA; and NT-ASO, LG00000002-DDA. Approximately 3–5 pL of 10 µM ASOs was microinjected into the cytoplasm of zygotes at 3 hpi in HEPES-buffered KSOM. Microinjection was performed under an inverted microscope (IX73) equipped with a piezo injector (PMAS-CT150; PRIME TECH, Tokyo, Japan) and a micromanipulator (IM-11-2; Narishige, Tokyo, Japan).

### Inhibitor treatment

10074-G5 (Cayman Chemical Company, Ann Arbor, MI) and 10058-F4 (Cayman Chemical Company) are MYC inhibitors that bind to and distort the basic helix-loop-helix-ZIP domain of MYC, thereby inhibiting MYC–MAX heterodimer formation and inhibiting its transcriptional activity^35^. These two inhibitors are structurally unrelated and their cognate binding sites on MYC are distinct from each other. Embryos were cultured in KSOM containing 2, 4, 6, or 10 µM 10074-G5 or 10, 20, 30, or 40 µM 10058-F4 at 6–24, 6–96, 24–36, 24–48, 36–48, or 48–96 hpi. Control embryos were cultured in inhibitor-free medium that contained the appropriate amount of DMSO, the solvent used to prepare the stock solution of inhibitors.

### Publicly available data

The MYC ChIP-seq data were downloaded from ref.^18^ with the Gene Expression Omnibus accession number GSM1171648. Raw reads were aligned to the mm10 genome, using Bowtie 2 (ver. 2.4.5)^36^. Removing mapping duplicates and handling of sam and bam files were performed with SAMtools (ver. 1.10)^37^. The peaks were called using MACS2 (ver. 2.2.7.1)^38^.

### RNA-seq and data processing

Two-cell stage embryos (*n* = 10) in the control and inhibitor-treated groups were collected for RNA-seq library construction at 36 hpi. Two biological replicates were obtained from each group. Polyadenylated RNA-seq libraries were prepared by using a SMART-Seq v4 PLUS Kit (Clontech, Mountain View, CA). Indexed RNA-seq libraries were sequenced using an Illumina HiSeqX sequencer (paired end, 150 bp). The resulting sequence reads were mapped to the mm10 mouse genome, using STAR aligner software (ver. 2.7.10.a), and only uniquely mapped reads were used for subsequent processing^39^. Gene expression levels were calculated using RSEM (ver. 1.3.3)^40^ and differentially expressed genes were analyzed with the DESeq2 package (ver. 1.38.3)^41^. Differentially expressed genes were defined as those with |log2FC|> 1 and adjusted *P*-value < 0.05. Gene Ontology analysis was performed using the DAVID tool^42,43^.

### Statistical analysis

Developmental rates were analyzed using the chi-squared test with Holm’s adjustment. For gene expression analysis, RT-qPCR data were analyzed using one-way analysis of variance (ANOVA) followed by the Tukey–Kramer test. *P-*values < 0.05 were considered statistically significant.

### Ethical approval for the use of animals

All experimental procedures were approved by the Animal Research Committee of Kyoto University (permit no. R3-17) and performed in accordance with the committee’s guidelines. The study was carried out in compliance with the ARRIVE guidelines.

## Data Availability

The original data presented in this study are publicly available at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233897.

How the deposited data were processed for this re-analysis (not part of the article)

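RNA-seq libraries of late two-cell mouse embryos (ICR strain) were compared between 2 libraries of embryos cultured with DMSO and 2 libraries of embryos cultured with 6 µM of the MYC inhibitor, with 10 embryos in each library and collection at 36 hpi. The samples were grouped by the labels of the deposited libraries, which also number the replicates. The start of the treatment is 6 hpi in the paper and 3 hpi in the labels, and nothing computed here depends on it.

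The authors prepared polyadenylated RNA with a SMART-Seq kit, sequenced read pairs, aligned them to the mm10 genome with STAR (version 2.7.10.a), kept only uniquely mapped reads and quantified genes with RSEM (version 1.3.3). The expected count deposited for each gene is RSEM's estimate of the number of fragments from that gene and is not normalized, and from 3.97% to 4.49% of these values in a library were not whole numbers. The TPM deposited by the authors is scaled to the effective transcript length and to the same total of 1000000 in each library, and was used only to check the unit. The FPKM deposited by the authors is scaled to the effective length and to the fragments of the library. The effective transcript length of each gene in each library, also deposited by the authors, was used in 1 alternative. Each library lists 24411 genes by symbol, and no value was listed without a gene name. The authors called differentially expressed genes with DESeq2 (version 1.38.3).

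The expected counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 13549 genes, and the libraries were scaled with TMM factors of 0.873, 1.04, 1.04 and 1.06 for DMSO replicates 1 and 2 and inhibitor-treated replicates 1 and 2. Differences were tested with edgeR's quasi-likelihood test with robust estimates and Benjamini-Hochberg adjustment, in R 4.3.3 with edgeR 4.0.16. The thresholds were the paper's, |log2FC| > 1 and an adjusted p under 0.05. The common biological coefficient of variation was 0.557. CPM values in the text are scaled with the TMM factors, and SD values are over the 2 libraries of a group.

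Because the MYC target, ZGA and database gene lists of the paper were not used here, 14 gene lists were written down from general knowledge. They cover maternal oocyte transcripts, minor ZGA genes, transcription factors activated after ZGA, ribosome biogenesis, cytosolic ribosomal proteins, translation factors and tRNA synthetases, mRNA splicing, purine biosynthesis, tRNA processing, autophagy, the hallmark list of MYC target genes (version 2), p53 target genes, integrated stress response genes, and NRF2 and AHR target genes. Their genes may differ from those of published lists. The lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. Apart from the p53, integrated stress response, and NRF2 and AHR lists, the lists cover functions and stages that the paper names. As the paper studied the same libraries, the choice of these lists was not independent of the data. The lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, two-sided, with adjustment over the 14 lists. The rule named the 6 genes with the largest log2FC in each direction among genes past both thresholds with a mean FPKM of at least 10 and no overlap between the groups, every gene the paper names, the 2 genes of each list with the smallest adjusted p under 0.05, and 5 sex-linked genes. As edgeR called no gene, the parts of the rule that need a call were applied to the DESeq2 calls made with transcript lengths, a choice made after the values were seen.

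The alternatives were DESeq2 1.42.0 on the same genes and on all genes with at least 1 count, limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with a mean FPKM of at least 1, DESeq2's size factors or library totals in place of TMM factors, no filter on low counts, at least 10 counts in every library, the replicate number as a block, each library left out in turn, the adjusted p alone as the threshold, fry or an estimated correlation in place of the preset one, and a ranking by normalized count for the 500 highest genes. DESeq2 with the transcript lengths as offsets, and rankings of the 500 highest genes by mean FPKM over all libraries or in the treated libraries, were added after the values were seen. An adjusted p that DESeq2 left empty was kept empty.

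The methods were tested on counts simulated from the means and spread of these libraries, with 200 of 13549 genes changed by 2 on the log2 scale, in 5 simulations. edgeR called 11.8% of the changed genes, and 17.5% of its calls were unchanged genes. DESeq2 called 38.6% of the changed genes, and 33.7% of its calls were unchanged genes. Limma on log2(CPM + 1) called 25.0% of the changed genes, and 18.5% of its calls were unchanged genes. The simulated genes were independent of each other, which the genes of a list are not. In each simulation, a list of 60 genes was also lowered by 1 on the log2 scale. Its unadjusted p was under 0.05 in 5 of 5 simulations by camera, by fry and with the estimated correlation. The largest unadjusted p was 8.83e-12 by camera, 0.03 by fry and 0.0436 with the estimated correlation. No adjustment over lists was made there, so whether fry or the estimated correlation could call such a list after adjustment was not tested. Of 70 unchanged lists, camera gave 0 a p under 0.05, the estimated correlation 0 and fry 5.

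The libraries held between 18206584 and 20718690 expected counts and from 12403 to 13472 genes with at least 10 counts. A count of 0 allows up to 3 counts, and a fold change against a group with 0 counts in both libraries is given as a lower bound. With 2 libraries in each group, an exact two-sided permutation test of a single value cannot give a p under 0.333. The libraries were compared in pairs, and none held the same values as another. Gene positions were taken from the RefSeq gene table of GRCm38.p6, the build of mm10, in which 24169 genes were matched by transcript accession, 151 by symbol and 42 by synonym, and 49 were not matched. GC content was taken from GENCODE transcripts, matched by accession for 23887 genes and by symbol for 302. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.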

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

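The number of differentially expressed genes changed with the tool, the filter on low counts and the design. At the thresholds of the paper, edgeR's quasi-likelihood test called 0 genes up-regulated and 0 down-regulated (2013 genes at an unadjusted p under 0.05). DESeq2 on the same genes called 95 up-regulated and 471 down-regulated, with 94 of the down-regulated among the 500 highest genes in DMSO. DESeq2 on all genes with at least 1 count called 87 and 437, with 82 among the 500. DESeq2 with transcript length offsets, chosen after the values were seen, called 82 and 426, with 79 among the 500. For these settings the cause was not tested. Without a filter on low counts, edgeR called 165 and 479, with 73 among the 500, and how far the spread was pooled over genes in this fit is given among the other observations. The counts were 0 and 0 with limma on log2(FPKM + 1) (1825 genes at an unadjusted p under 0.05), with limma on log2(FPKM + 0.1) (1671 genes), with DESeq2's size factors in the edgeR fit (1978 genes), with library totals only (1628 genes), with at least 10 counts in every library (2078 genes) and with the adjusted p alone as the threshold. With edgeR on the genes that passed its filter, 0 of the 500 highest genes were down-regulated under each ranking of these genes. No count of calls was made with a library left out, because the spread between replicates would then come from 1 group only.

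With the replicate number as a replicate block, edgeR called 12 genes up-regulated and 32 down-regulated, with 1 residual degree of freedom and 0 of the 32 among the 500 highest genes in DMSO (Fisher's exact test across genes, two-sided, p = 0.632). At an unadjusted p under 0.05, 895 genes were higher and 902 lower by a log2FC of more than 1, against 618 and 1271 without the block. The spread in this fit was fully pooled over genes (infinite prior degrees of freedom), and whether the calls came from the pooling or from the block was not separated. The replicate numbers did not pair the libraries, as the deviations of libraries of the same number from their group means had a correlation of -0.0343 across genes. The log2FC of Tnks, -0.07 without the block, was 0.076, and 9 of the 48 named genes other than Myc, Mycn, Mycl and Max were past the thresholds there. The cause of the change in Tnks was not tested.

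Of the 14 lists, 11 kept the direction of their median log2FC under all alternatives. For the transcription factors activated after ZGA, the median of -0.08 became -0.092 with DESeq2 on the same genes (camera adjusted p = 0.043), -0.34 with DESeq2 on all genes with at least 1 count (0.0152), -0.32 without a filter (0.0387) and -0.34 with transcript length offsets (0.0148). It was 0.013 with limma on log2(FPKM + 1), 0.014 with a pseudocount of 0.1 and 0.068 with library totals only. The camera adjusted p of this list ranged from 0.0148 to 0.448 over the alternatives. The median of the integrated stress response genes, 0.12, was reversed to -0.10 with DESeq2 on all genes with at least 1 count, -0.20 with limma on log2(FPKM + 1), -0.25 with a pseudocount of 0.1, -0.081 without a filter, -0.27 with at least 10 counts in every library and -0.10 with transcript length offsets. For p53 target genes, 0.18 was reversed to -0.051 with at least 10 counts in every library. The cause was not tested in any of these.

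The camera calls for 10 lists were not made with fry (adjusted p-values from 0.286 to 0.381 for these lists) or with the estimated correlation (from 0.448 to 0.515). The median log2FC does not change with the test and was 0.90 for maternal transcripts, 0.72 for minor ZGA genes, -1.10 for ribosome biogenesis, -1.36 for ribosomal proteins, -0.85 for translation factors, -0.74 for splicing, -0.73 for purine biosynthesis and tRNA processing, -0.99 for MYC target genes and -0.87 for autophagy. By construction, both alternatives count genes that move together as fewer measurements than the preset correlation does.

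Across the 4 fits that each left out one library, the median log2FC ranged from 0.48 to 1.69 for maternal transcripts, 0.23 to 1.47 for minor ZGA genes, -0.23 to -0.14 for the transcription factors, -1.49 to -0.58 for ribosome biogenesis, -1.83 to -0.65 for ribosomal proteins, -1.17 to -0.38 for translation factors, -1.02 to -0.36 for splicing, -1.19 to -0.43 for purine biosynthesis, -0.99 to -0.40 for tRNA processing, -1.33 to -0.46 for MYC target genes, -1.27 to -0.24 for autophagy, -0.11 to 0.10 for p53 target genes, -0.12 to 0.13 for integrated stress response genes and 0.43 to 1.20 for NRF2 and AHR target genes. For the lists called by camera, the value nearest 0 was the one without DMSO replicate 1 and the value farthest from 0 the one without DMSO replicate 2. With fewer libraries, the other DMSO library alone sets the level of the group.

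Of the 48 named genes other than Myc, Mycn, Mycl and Max, 38 were past the thresholds under each DESeq2 setting and 37 without a filter. Apart from those the paper names and the sex-linked genes, these genes were named because DESeq2 with transcript length offsets called them. Passing under that setting was therefore fixed by the choice, and passing under the other DESeq2 settings is not a separate test. The log2FC of 32 of these 48 genes moved by more than the spread between replicates without DMSO replicate 1, and that of 4 without DMSO replicate 2. Myc also moved without DMSO replicate 1, and Mycn and Mycl without DMSO replicate 2. Tnks (-0.07) was reversed to 0.13 with limma on log2(FPKM + 1), 0.21 with a pseudocount of 0.1 and 0.020 with library totals only, and Kdm5d (-0.07) to 0.040 with library totals only. The cause was not tested. Over the fits without one library each, the log2FC ranged from -0.56 to 0.74 for Tnks, -0.58 to 0.34 for Kdm5d, -2.72 to 1.90 for Xist and -0.19 to 0.31 for Uty. The range was -1.74 to -1.51 for Myc, 0.15 to 2.82 for Mycn and 2.33 to 3.64 for Mycl. The counts of Mycl, at 3 or fewer in both DMSO libraries, leave its fold change uncertain, and the fitted values depend on the prior count.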

Differences from the paper's values

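The paper states that 82 genes were up-regulated, and edgeR's quasi-likelihood test called 0 at the same thresholds. Among the alternatives set before the data were examined, DESeq2 on the same genes (95) and DESeq2 on all genes with at least 1 count (87) came within 1.5 times of the paper's value. The others did not, with 0 for limma on log2(FPKM + 1) and on log2(FPKM + 0.1), for DESeq2's size factors in the edgeR fit, for library totals only, for at least 10 counts in every library and for the adjusted p alone, 12 for the replicate block and 165 without a filter on low counts. DESeq2 with transcript length offsets, chosen after seeing the values, called 82 genes.

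For down-regulated genes the paper's count is 426, against 0 by edgeR's quasi-likelihood test. DESeq2 on the same genes (471), DESeq2 on all genes with at least 1 count (437) and edgeR without a filter on low counts (479) came within 1.5 times of the paper's value. The same 6 settings as for up-regulated genes gave 0, and the replicate block gave 32. With transcript length offsets, the setting chosen after seeing the values, DESeq2 called 426 genes. The paper's methods name DESeq2. The counts at an unadjusted p under 0.05 were 2013 genes by edgeR, 1825 and 1671 by limma at the pseudocounts of 1 and 0.1, 1978 with DESeq2's size factors, 1628 with library totals only and 2078 with at least 10 counts in every library.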

Other observations

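The tests of depth, of a few dominant genes, of a mislabelled library, of independent noise in each library, of DMSO replicate 1 displaced alone and of overlapping genes were chosen only after the result was seen.

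DMSO replicate 1 differed more from DMSO replicate 2 than DMSO replicate 2 did from either inhibitor-treated replicate, with 42.24% of genes over 2-fold apart between the DMSO replicates against 28.16% and 22.9%. Several technical explanations were tested. The larger count total was 1.05 times the smaller for the DMSO replicates, and 1.14 and 1.09 times for DMSO replicate 2 and the inhibitor-treated replicates. Among these pairs the totals were closest for the DMSO replicates. A few genes that take more of the counts shift all others by a common factor, but without the 100 genes with the most counts over the libraries, 16.31% of genes were over 2-fold higher and 25.89% over 2-fold lower in DMSO replicate 1 than in DMSO replicate 2. With the common factor that made the sum of these shares smallest, it was 41.88%, against 28.12% for DMSO replicate 2 and inhibitor-treated replicate 1 treated in the same way. With trends on GC content and transcript length removed, which explained from 0.139% to 0.884% of the variance in a library, the share of genes over 2-fold apart was 43.1% between the DMSO replicates against 28.06% for DMSO replicate 2 and inhibitor-treated replicate 1. These values argue against depth, a few dominant genes and these trends as the whole cause. DMSO replicate 1 had 12403 genes with at least 10 counts, against 13229 in DMSO replicate 2 and 13352 and 13472 in the inhibitor-treated replicates. Whether the quality or preparation of the library of DMSO replicate 1 was a cause was not tested. The 31 genes of cumulus and granulosa cells, the cells around the egg, summed to 87.24 CPM in DMSO replicate 1 and 51.85 CPM in DMSO replicate 2, a ratio of 1.68. The most abundant of them, Gja1, had 75.49 CPM in DMSO replicate 1, and embryos may express it themselves. Of the 31 genes 15 were over 1 CPM in any library, while Inha, Inhba, Fst, Ptx3 and Pgr had 0 counts in all libraries. A large admixture of such cells was therefore not seen.

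A mislabelled library was tested with the genes farthest apart between DMSO replicate 1 and inhibitor-treated replicate 1, which were 871 of the 8708 genes with a mean of at least 100 counts. Of these, 86.11% differed in the same direction between DMSO replicate 2 and inhibitor-treated replicate 2, where a treated library under the label of DMSO replicate 2 would give about 50% if it differed from the other treated libraries only by noise. A treated library displaced in the direction of DMSO replicate 1 was not tested. For the 319 of these genes that were lower in the treated library, the median log2 difference was -2.86 between the replicates numbered 1 and -0.83 between those numbered 2, and for the 552 that were higher it was 2.99 and 0.52. Independent noise in each library would make the change from DMSO replicate 1 to DMSO replicate 2 correlate negatively with the change from DMSO replicate 2 to the treated libraries, with an r of -0.573 in simulations. The r across genes with a mean of at least 100 counts was 0.32, across genes with at least 1000 counts it was 0.541, and across all tested genes, which include those with fewer counts, it was -0.121 (simulated -0.575). Genes are not independent replicates.

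An open explanation is that the embryos of DMSO replicate 1 were further along in development. Of 64 genes higher in later cleavage embryos, 51 were tested. Genes that did not pass edgeR's filter were left out, as were those of the transcription factor, ribosome biogenesis, MYC target, maternal and minor ZGA lists. The median log2 difference of the 51 genes between DMSO replicate 2 and DMSO replicate 1 was -0.039, at percentile 48.2 of 10000 random lists of matched expression. As 27 of the 51 genes were lower in DMSO replicate 2 and the rest higher, this list does not decide. The centred median log2 CPM of maternal transcripts, which are degraded as development proceeds, was -1.09 in DMSO replicate 1 and 0.06 in DMSO replicate 2. For minor ZGA genes it was -0.97 and 0.17. For the transcription factors activated after ZGA it was nearly equal, at 0.26 and 0.20. The maternal and minor ZGA values go with a later stage of DMSO replicate 1, and the transcription factors do not decide. A difference in stage and another difference between the DMSO replicates cannot be told apart. The values may reflect a shared direction along which the libraries lie at different distances, with DMSO replicate 2 between DMSO replicate 1 and the treated libraries. Whether the inhibitor, the timing of collection or the library preparation moved the libraries along it was not tested, and the design has no further library to separate them.

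For the genes called by DESeq2, it was tested whether DMSO replicate 1 alone could have made the calls, with the other libraries alike. The 86.11% of genes with the same direction between the replicates numbered 2 argues against this. In 5 simulations with only DMSO replicate 1 displaced, DESeq2 called on average 2 genes up-regulated and 13.2 down-regulated, against 95 and 471 from the deposited counts of the same genes. The simulated spread came from the other libraries fitted with a common mean, and the simulated genes were independent. Any difference between DMSO replicate 2 and the treated replicates was thus counted as noise. This may lower the simulated number of calls, so the contrast alone does not decide.

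The number of genes called by edgeR may follow from how far the spread between replicates is pooled over genes. The weight of the pooled value, in prior degrees of freedom, was 5.47 in the edgeR fit with 0 calls, 7.79 with at least 10 counts in every library and infinite without a filter. With the spread of every gene set to the pooled trend on the same 13549 genes, 1502 genes were called, 497 up-regulated and 1005 down-regulated, and 506 of them were also among the 508 DESeq2 calls. Without a filter, 439 of the genes called by edgeR were shared with the DESeq2 calls. The test does not show which weight is right for these embryos.

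For the ribosomal protein genes, trends on GC content and transcript length were tested as a cause of the decrease. With these trends removed from each library the median log2 difference between the groups was -1.21, so the trends are not the whole cause.

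The genes that DESeq2 called down-regulated had shorter genomic spans and a higher GC content than random lists of matched expression. Their median span was 16080 bp against 24240 bp (percentile 0 of 10000 lists), and their median GC content was 48.98% against 47.59% (percentile 100). The up-regulated genes also had a shorter median span (13900 bp against 23890 bp, percentile 0.08), and their median GC content of 49.11% against 47.88% (percentile 91.6) was no lower than that of the down-regulated genes, so neither property gives the direction. The median transcript length was also shorter than in random lists for both, with 2153 against 2657 bases for the down-regulated and 1586 against 2668 bases for the up-regulated genes (percentile 0 for each). A short span or transcript may be linked to being called in either direction, as a hypothesis, through the kinds of genes or through a bias of the libraries, and the values do not separate these.

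At 0 counts in both libraries of one group and over 20 counts in both of the other were 32 genes, 20 with 0 counts in DMSO and 12 with 0 counts in the treated libraries. The other ways to split the libraries into pairs gave 24 and 9 such genes. Of the 32 genes, 53.12% overlap the span of another gene, against a median of 46.88% in random lists (percentile 72.49). The share was somewhat higher but within the spread of the random lists. It therefore does not decide whether reads split between overlapping genes were a cause. DESeq2 gave 2 of them an adjusted p and called 1, Gm20604, named here after its values were seen. Gm20604, on chromosome 12 of GRCm38.p6 from 102739830 to 102757810, had 252 and 388 counts in DMSO and 0 in both treated libraries, at least 115-fold lower (DESeq2 adjusted p = 4.67e-08). It overlaps Moap1 (log2FC -0.25), Tmem251 (-0.74) and Gon7, listed as AK010878 (-0.31). None of these had a higher mean in the treated libraries, and whether a part of their reads had been counted for Gm20604 in DMSO was not tested further.

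Lists of genes for responses to stress were also tested with camera. The median log2FC was 0.18 for 31 p53 target genes (adjusted p = 0.953), 0.12 for 27 integrated stress response genes (adjusted p = 0.947) and 0.66 for 22 NRF2 and AHR target genes (adjusted p = 0.172). Over all tested genes edgeR's quasi-likelihood test gave 0 genes of these lists an adjusted p under 0.05, and 2, 5 and 4 genes an unadjusted p under 0.05. Adjusted over the list alone, the counts were 0, 0 and 1. The DESeq2 calls held Ei24 and Bax of the p53 list and Phgdh of the stress response list, all down-regulated, and Gclc (log2FC -3.09, adjusted p = 0.000136 by DESeq2) and G6pdx (1.47, adjusted p = 0.0457), which moved in opposite directions. Without DMSO replicate 1 the log2FC by edgeR was -1.09 for Ei24, -0.72 for Bax, -0.75 for Phgdh, -2.08 for Gclc and 0.97 for G6pdx, and the median of the NRF2 and AHR list was 0.43.

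Among genes the paper names in other experiments, the log2FC by edgeR's quasi-likelihood test was 0.89 for Gapdh (adjusted p = 0.333), -0.74 for H2afz (adjusted p = 0.43), -1.03 for Ctnnb1 (adjusted p = 0.333), -0.07 for Tnks (adjusted p = 0.964) and -0.71 for Tnks2 (adjusted p = 0.414). Without DMSO replicate 1 it was 0.82, -0.23, -0.51, -0.56 and -0.31 in the same order.

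The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had counts in every library. In the order of DMSO replicates 1 and 2 and inhibitor-treated replicates 1 and 2, the counts were 181, 28, 16 and 16 for Ddx3y, 1272, 1021, 667 and 1075 for Eif2s3y, 50, 88, 55 and 99 for Kdm5d, and 644, 520, 671 and 761 for Uty. Xist had 132, 6, 32 and 19 counts, with a log2FC of -1.77 (adjusted p = 0.527 by edgeR) that was 1.90 without DMSO replicate 1, and the log2FC of Ddx3y was -3.02 (adjusted p = 0.333) and -0.96 without that library.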
